# Sexually Dimorphic Genome-Wide Binding of Retinoid X Receptor alpha (RXRα) Determines Male-Female Differences in the Expression of Hepatic Lipid Processing Genes in Mice

**DOI:** 10.1371/journal.pone.0071538

**Published:** 2013-08-19

**Authors:** Astrid Kosters, Deqiang Sun, Hao Wu, Feng Tian, Julio C. Felix, Wei Li, Saul J. Karpen

## Abstract

Many hepatic functions including lipid metabolism, drug metabolism, and inflammatory responses are regulated in a sex-specific manner due to distinct patterns of hepatic gene expression between males and females. Regulation for the majority of these genes is under control of Nuclear Receptors (NRs). Retinoid X Receptor alpha (RXRα) is an obligate partner for multiple NRs and considered a master regulator of hepatic gene expression, yet the full extent of RXRα chromatin binding in male and female livers is unclear. ChIP-Seq analysis of RXRα and RNA Polymerase2 (Pol2) binding was performed livers of both genders and combined with microarray analysis. Mice were gavage-fed with the RXR ligand LG268 for 5 days (30 mg/kg/day) and RXRα-binding and RNA levels were determined by ChIP-qPCR and qPCR, respectively. ChIP-Seq revealed 47,845 (male) and 46,877 (female) RXRα binding sites (BS), associated with ∼12,700 unique genes in livers of both genders, with 91% shared between sexes. RXRα-binding showed significant enrichment for 2227 and 1498 unique genes in male and female livers, respectively. Correlating RXRα binding strength with Pol2-binding revealed 44 genes being male-dominant and 43 female-dominant, many previously unknown to be sexually-dimorphic. Surprisingly, genes fundamental to lipid metabolism, including Scd1, Fasn, Elovl6, and Pnpla3-implicated in Fatty Liver Disease pathogenesis, were predominant in females. RXRα activation using LG268 confirmed RXRα-binding was 2–3 fold increased in female livers at multiple newly identified RXRα BS including for Pnpla3 and Elovl6, with corresponding ∼10-fold and ∼2-fold increases in Pnpla3 and Elovl6 RNA respectively in LG268-treated female livers, supporting a role for RXRα regulation of sexually-dimorphic responses for these genes. RXRα appears to be one of the most widely distributed transcriptional regulators in mouse liver and is engaged in determining sexually-dimorphic expression of key lipid-processing genes, suggesting novel gender- and gene-specific responses to NR-based treatments for lipid-related liver diseases.

## Introduction

The nuclear receptor (NR) Retinoic X Receptor (RXRα; NR2B1) is the obligate heterodimerization partner for >14 Class II NRs including: LXRα,β (NR1H2,3), PPARα β,γ (NR1C1–3), RARα β,γ (NR1B1–3), FXR (NR1H4), PXR (NR1I2), TR (NR1A1) and VDR (NR1I1) [1]. NRs are ligand activated transcription factors and RXRαis activated by 9-cis retinoic acid and other lipids, as well as by several synthetic ligands (e.g. LG268) [2]. DNA binding sites of Class II NRs consist of 2 half-site motifs based upon the consensus sequence AGGTCA, with variation in the number of nucleotides spaced between the 2 half-sites (from 0–8) that helps direct heterodimer binding affinities. Furthermore, the functionality of RXRα:partner heterodimerization complexes can be categorized as *permissive* (such as FXR, LXRα and PPARα β,γ) or *non-permissive* (such as RARα and VDR), depending upon their responses to ligands for each partner [1]. Activation of *permissive* heterodimers occurs by ligands for both RXRα and its partner, either independently or together, the latter results in synergistic activation of gene transcription, whereas activation of *non-permissive* RXRα heterodimers occurs through ligand binding of the NR-partner and is unaffected by the presence of an RXRα agonist.

RXRα is primarily expressed in the liver, as well as in many other tissues at lower level, including kidney and gut [3]. The liver plays an essential and often biologically exclusive role in multiple physiological processes including lipid and xenobiotic metabolism, bile formation, nutrient handling, many of whose core effector genes are regulated by RXRα-containing heterodimers. As the obligate partner, RXRα is central to the regulation of liver gene expression, and its actions are often considered as driven through activation of its multiple permissive partners. The observation that a hepatocyte-specific deletion of the DNA-Binding Domain (DBD) of RXRα in mice resulted in changes in the expression of genes from multiple pathways in the liver, emphasizes the central and pleiotropic role of RXRα and confirms RXRα integrates multiple physiological processes in the liver [4]–[6].

The existence of gender differences in liver biology has been reported in multiple studies and involves a wide range of hepatic functions [7]–[10] and sexual dimorphism in hepatic gene expression has been shown for more than 1000 genes in both rats and mice [11]–[13]. Differential patterns of Growth Hormone (GH) release from the pituitary between males and females is one of the principal determinants of sex differences in hepatic gene expression [14], [15]. GH downstream signaling in hepatocytes is mediated by the transcription factor Stat5b and deletion of Stat5b led to a loss of liver sexual dimorphism with down-regulation of approximately 90% of male-specific genes in male mice [11], [16], making Stat5b a primary regulator of hepatic sex-specific gene expression [17]. Besides Stat5b, other transcription factors have been identified in regulating hepatic sexually dimorphic gene expression, including Blc6 [18], HNF6 (Onecut1) and Cux2 (Cutl2) [18]. In addition, roles for sex hormones as well as NRs e.g. HNF4α;[19], PPARα [9], [20] and GR [21] have been reported. However, a full regulatory assessment of hepatic sexually-dimorphic gene expression is not entirely explained by differences in GH, sex hormones and the above mentioned transcription factors. Moreover, many hepatic Phase I and Phase II drug-metabolizing and lipid-processing genes are differentially-expressed in males and females, some of these were identified as Stat5b-independent [11], [16], [22], and this may underlie gender-specific therapeutic drug responses, consequences of hepatic steatosis, and some adverse drug events in humans [23]–[26]. The majority of these genes are regulated by RXRα heterodimers, yet without a complete delineation of RXRα binding in male and female liver chromatin, knowledge of the underlying contributions of RXRα heterodimers to these pathways remains incomplete and impairs our ability to counter some of these clinically-relevant issues. To begin to close this gap, we sought to determine if sexually-distinct patterns of RXRα chromatin binding in liver would support its role as a relevant regulator of hepatic sexually-dimorphic gene expression of drug metabolizing and lipid processing genes.

## Materials and Methods

### Animals and Treatment

For ChIP-Seq analyses, livers were collected from eight-week-old male and female mice (n = 2/gender). Gavage feeding of LG268 (30/mg/kg/day) for 5 days was performed as described before [6]. Animal protocols and procedures were approved by the Institutional Animal Care and Use Committee Center (IACUC) at Baylor College of Medicine under protocol number AN-2024. During all procedures all efforts were made to minimize suffering of the mice.

### Nuclear extraction and Western blot analysis

Procedures were performed as described before [6], [27] and involved n = 4–6 per group.

### Chromatin Immunoprecipitation-sequencing (ChIP-Seq)

For Chromatin Immunoprecipitation for Sequencing, flash-frozen tissues were submitted to Genpathway (San Diego,CA) and was performed according to their FactorPath protocol [28]. ChIP-quality anti-RXRα antibody (D-20,sc-774X, Santa Cruz Biotechnology, Santa Cruz, CA) [29] and RNA Pol2 (ab24758, Abcam) were used. DNA libraries were sequenced on a Genome Analyzer II by Illumina Sequencing Services.

### Sequence data and ChIP-seq peak calling

RXRα and Pol2 ChIP-Seq reads were processed through Genome Analyzer Pipeline Software (Illumina) and aligned to mouse reference genome mm9 by ELAND with at most 2 mismatches. Reads that appeared more than twice at the same position on the same strand were discarded to remove PCR duplication. MACS [30] was used to identify RXRαpeaks at p-value cutoff E-10.

In addition, male peaks and female peaks overlapping by at least 1bp were considered “common” to both genders, otherwise both of these two peaks would be considered “unique”.

For each RXRα peak summit, the number of reads in both male and female samples was counted in a 300bp region centered on the peak summit, and a p-value evaluating gender difference was calculated assuming a Poisson distribution, which was then transformed to a score, which is in fact a signed and scaled p-value, defined as log2(−10*log10(p)) for stronger male peaks or as −log2(−10*log10(p)) for stronger female peaks. A score >6 was considered significantly different for male specific peaks, whereas a score <−6 was significantly different for female specific peaks.

For Pol2, the number of reads in the region from transcription starting site to transcription terminating site for each gene was counted in male and female samples, and calculated the Pol2 score for each gene in a similar way as for the RXRα peak score. BED and Wiggle files are stored in the UCSC database (http:// genome.ucsc.edu/) and can be downloaded using UCSC genome browser. In addition data are submitted to the NCBI Gene Expression Omnibus (GEO) database under GSE21696.

### Validation of ChIP-seq by ChIP-qPCR

Our ChIP-qPCR protocol was modified based on the EZ-ChIP kit protocol from Upstate Biotechnology (Upstate Biotechnology, Lake Placid, NY) and based on the UC-Davis lab protocol [31]. Briefly 300 mg finely crushed mouse liver tissue powder was crosslinked with formaldehyde at 1% final concentration. The reaction was stopped by addition of glycine (125 mM final concentration). 30 µg of sonicated chromatin (Bioruptor 300;Diagenode) was pre-cleared with protein-A agarose 50% slurry (Millipore). RXRα-bound genomic DNA regions were isolated using an RXRα antibody (see above) and incubated overnight at 4°C. Nonimmune rabbit IgG was used as negative control. Immune complexes were precipitated with protein-A agarose beads. Protein–DNA cross-links were reversed overnight at 65°C. DNA was purified using PCR purification columns (Qiagen,Valencia, CA). Levels of transcription factor occupancies at chromatin were determined by Realtime quantitative PCR (SYBrGreen, Applied Biosystems). Input and immunoprecipitated DNA reactions were performed in duplicate. Fold differences relative to control were expressed as mean±SEM. Primer sequences are available upon request.

### Microarray data analysis and validation by qRT-PCR

Microarray hybridization, analysis and normalization on mouse male and female liver using Ilumina Ref6v2 was performed by the core facility of Children's' Nutrition Research Center at Baylor College of Medicine, and data was submitted to the GEO database under number GSE21696. RNA isolation, cDNA and quantitative realtime PCR was performed as described before [6], [27]. Primer sequences are available upon request.

Comparison of ChIP-seq data with Microarray Gene Expression was performed using Microsoft Access database and Venn diagram generator [32]. Functional Annotation by Ontology and pathway analysis was performed using DAVID [33].

## Results

### Whole genome and sexually dimorphic RXRα binding in mouse liver chromatin by ChIP-Seq

Both male and female mice were used to determine genome-wide RXRα binding with ChIP-Seq and thus explore potential roles for RXRα in gender-specific liver biology. ChIP-Seq analysis revealed 47,845 RXR α α binding sites in male mouse liver and 46,877 in females, of which 37,602 (∼80%) were common, leaving 10,243 and 9,275 sites unique in male and female livers respectively (Fig. 1A; Table S1A in File S1). To determine transcriptional activity correlating with RXRα binding, ChIP-Seq analysis for Pol2 was performed, which revealed 25,344 active sites in males and 20,639 sites in females, with an overlap of 19,307 sites (Fig. 1B, Table S1A in File S1). The overall greater male Pol2 binding was reflected by an asymmetric and substantial male-specific representation (6,037 male-specific vs. 1,332 female-specific).

**Figure 1:**
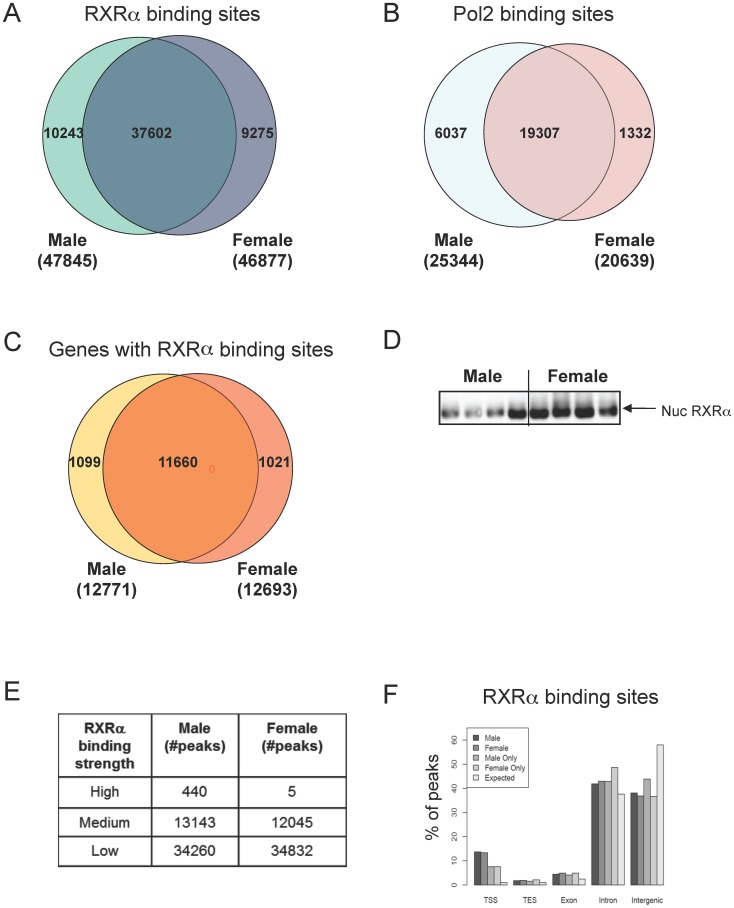
Genome wide mapping of RXRα and Pol2 binding sites in male and female mouse liver. A) Venn diagrams show number of RXRα binding sites in male and female livers with 37602 binding sites shared between genders, and 10243 unique RXRα male and 9275 unique RXRα female binding sites (see also Table S1A and S1B in File S1). B) Venn diagrams show number of Pol2 binding sites in male and female livers, with 19307 binding sites shared between genders, and 6037 unique male and 1332 unique female Pol2 binding sites. C) Venn diagrams representing number of genes associated with RXRα peaks shown in A), with 11660 genes shared between genders, and 1099 unique genes for male and 1021 genes for female. D) Western blot analysis shows increased nuclear RXRα protein levels in female mouse liver compared to male mouse liver. E) Number of RXRα peaks as stratified by peak height (see also Table S2A and S2B in File S1). F) Genomic positions of RXRα binding sites in male and female mouse liver. Data expressed as percentage of total peaks per gender. RXRα binding was significantly increased at TSS (+/−500 bp), TES, within exons and introns with a depletion in binding compared to the expected number of sites based on random distribution (see also Fig. S1A and S1B).

There were nearly an equal number of genes in both genders (12,771 male and 12,693 female) associated with RXRα binding sites, with the vast majority (11,660/∼92%) in common (Fig. 1C). Overall, this indicates an average of ∼3–4 RXRα binding sites in each of the >12,500 expressed and potentially RXRα-regulated genes in mouse liver. Taken together, this large number of common and gender-specific RXRα binding sites in male and female livers (>45,0000) spread across ∼12,000 genes makes RXRα, to our knowledge, one of the most broadly distributed transcription factor in mouse liver chromatin found to date. No significant differences in RXRα binding site geographic distribution profiles or in chromosomal distribution for RXRα and Pol2 binding sites were noted between genders (Fig. S1A and S1B).

RXRα RNA levels are highest in liver compared to other mouse tissues [3], yet it was unknown if RXRα nuclear protein levels were differentially represented in male and female mouse livers, which could impact upon the differential binding. Surprisingly, even though there are slightly more RXRα binding sites in male compared to female liver chromatin, soluble nuclear quantities of RXRα were substantially greater in female than in male liver nuclei (Fig. 1D). These studies indicate that the genome-wide ChIP-Seq dataset, rather than the absolute levels detected by immunoblot, more accurately inform the potential regulatory roles played by RXRα in mouse liver.

With the large number of binding sites found, it was imperative to develop workable definitions to focus on those RXRα sites most likely involved in regulation of hepatic gene expression. First we looked at peak height as a measure of RXRα binding strength, and peak height distribution was arbitrarily divided as described in methods. Fig. 1E shows that for 440 male peaks (401 genes) the peak count was higher than 300 and this was the case for only 5 peaks in female mice (5 genes) (Tables S1B and S1C in File S1), suggesting a group of sites with overall stronger binding of RXRα in male liver compared to female liver. This is in contrast to expectations based on the higher nuclear protein levels of RXRα in female mice as shown on western blot in Fig. 1D.

As has been noted in other transcription factor ChIP-Seq analyses, a minor fraction (13%) of RXRα binding sites was located within 500 bp of the Transcription Start Site (TSS), while a substantial proportion (42%) bound in intronic regions and intergenic (38%) regions (Fig. 1F, Table S1D in File S1).

RXRα binding sites present within the span from 10 kb upstream to 10 kb downstream of the TSS were considered more likely to be “promoter and enhancer regions” and contain the most common gene regulatory regions involved in direct regulation of gene transcription. With this delineation, 16,898 RXRα binding sites in male liver (associated with 9,361 genes), and 15,870 RXRα binding sites (associated with 9,228 genes) in female liver were identified. The majority (8076) of these genes were represented in both genders, with 1285 specific for male liver and 1152 for female (Fig. 2A). Further exploration of these highly sexually-differential RXRα binding occupancies ensued to see if they uncovered new sexually-regulated genes.

**Figure 2:**
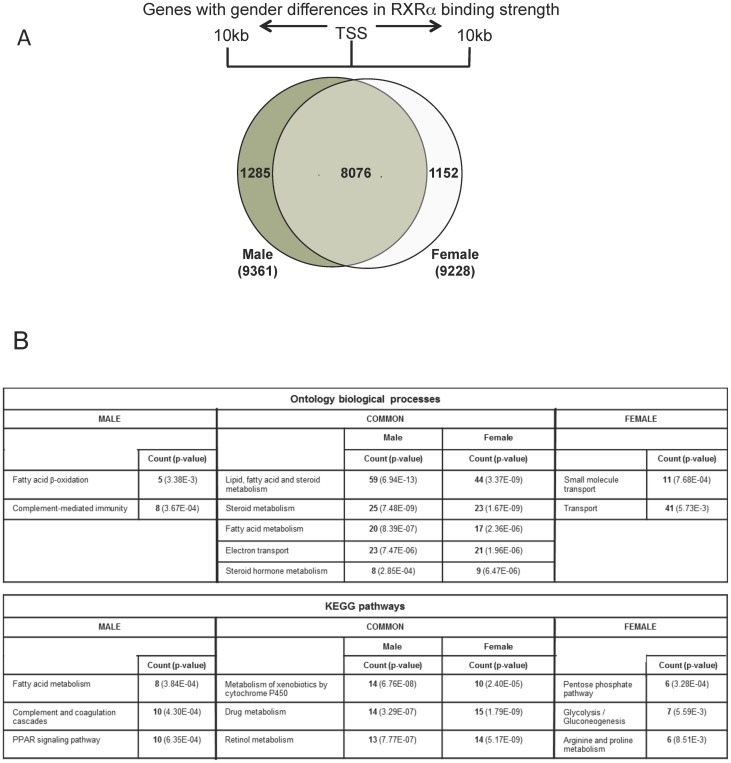
RXRα and Pol2 binding sites in mouse liver 10 kB surrounding the Transcriptional Start Sites. A) Venn diagram showing number of genes with shared RXRα regulation between male and female within 10 kB up and downstream of TSS, with 1285 genes found in male only and 1152 regulated by RXRα in females (see also Table S3A–D in File S1). B) Ontology analysis and pathway analysis of RXRα peaks with score >6 or <−6 located within +/−10 kB of TSS (see also Table S3E–F in File S1).

### Ontology and pathway analyses

Ontology and pathway analysis of these RXRα-bound genes showed that a number of biological pathways were commonly represented in both genders, including lipid and steroid metabolism; however the genes within the pathways were not identical between genders (Fig. 2B). Gender-specific ontological functions and pathways included fatty acid metabolism and complement-mediated immunity and coagulation for male livers and transport function and glucose metabolic pathways in female mice (Fig. 2B; Table S2A–B in File S1).

### Graphic representation of RXRα-binding linked with Pol2 gene occupancy – the “RXRα+Pol2 Score”

Functional assignment of the potential relevance of RXRα binding is predicated upon whether or not the associated gene is transcribed by Pol2. To initially explore such assignments, prioritization was determined for each gene by incorporating a score for both RXRα-binding and Pol2-binding strengths, based upon RXRα peak height and the integration of Pol2 binding peak heights over the length of the gene (see Methods). By comparing RXRα peak height at each binding site between genders, and linking these gender-ranked RXRα binding strength scores to Pol2 occupancy of the gene in question, an RXRα+Pol2 scoring classification was established. This score was used to identify binding sites that differed, or were common, in male and female livers with strengths stratified as High (>6), Medium (3–6) or Low (<3) (Table 1). Of the genes with the strongest significant differences in RXRα peak height between genders (those with a score >6), 1945 genes exhibited male-specific RXRα binding (associated with 2996 RXRα binding sites), and 1214 genes were strongly associated with 1689 female-specific RXRα peaks. There were 283 genes (with 718 gender-dispersed strong RXRα peaks) common to both genders (Table 2, Table S3A–E in File S1). Of the strongest differences in Pol2 binding sites, 528 RXRα peaks were associated with 72 genes with a Pol2 score>6 in male livers, while for females 82 genes had a Pol2 score >6, with an associated 602 RXRα peaks (Table 2, Table S3F–G in File S1).

**Table 1:** Stratification of RXRα binding sites in male and female mouse liver according to binding.

RXRα -peak score	Male#peaks	Female#peaks
High >6	3428	2140
Medium 3–6	17842	16793
Low 0–3	26586	27932

Pol2 score	Male # RXRα peaks	Female#RXRα peaks
High >6	528	602
Medium 3–6	3987	2949
Low 0–3	43327	43315

**Table 2:** Stratification of RXRα binding sites in male and female mouse liver according to peak score.

	Mal#peaks	Female#peaks
**All RXRα peaks >6**	3428	2140
**Unique genes**	2227	1498
**Gender specific RXR**α **peaks >6**	2996	1689
**Gender specific unique genes**	1945	1214
**Overlap RXR**α **peaks >6**	718	718
**Unique genes**	283	283
**Gender specific Pol2 peaks >6**	528	602
**Gender specific unique genes**	72	82

Combining all significant gender-specific RXRα-binding and Pol2-binding scores identified those sexually-dimorphic transcriptionally active genes with sexually-dimorphic RXRα binding. After applying these criteria for strong RXRα and Pol2 binding (RXRα>6 & Pol2>6), we found that male mouse liver chromatin contained 146 RXRα peaks associated with 44 male-specific genes while in female livers, 86 RXRα peaks correlated with 43 female genes (0.001% of total genes). This is represented in graphic form (Fig. 3A) with the gender-enriched gene names listed alongside the graph (see Table S4A–B in File S1for scores). Altogether, this new analysis provides a window into RXRα-dependent transcriptional competencies unique to male and female livers. Both individual gene evaluation and ontological pathway [34] analyses revealed an enrichment of genes in sterol, metabolic (lipid & glucose) and phase I & II detoxification pathways (Fig. 3B; Table S4C–D in File S1). Among the male-specific genes identified with this analysis were some that were previously determined to be male-enriched (e.g. Cyp7b1, Hsd3b5) but many that were not previously recognized (e.g. Ttc39c, Egfr, 2810007J24Rik). Similarly, in female livers, Sult3a1 and members of the Cyp2 and Cyp3 families were known to be female-dominant, but several others, especially those engaged in core sterol and lipid processing pathways were unexpectedly enriched. These include Scd1, Fasn, Pnpla3, Elovl6, Rgs16 and Lpin1. Of note, several of these genes have polymorphisms strongly linked to altered metabolic physiological outcomes, specifically related to obesity and lipid handling [35]–[43]. It was this unexpected limited roster of genes enriched in sterol and lipid processing pathways, identified by employing the combined RXRα+Pol2 scoring that led to further explorations of the role of RXRα in the expression of these key metabolic genes.

**Figure 3:**
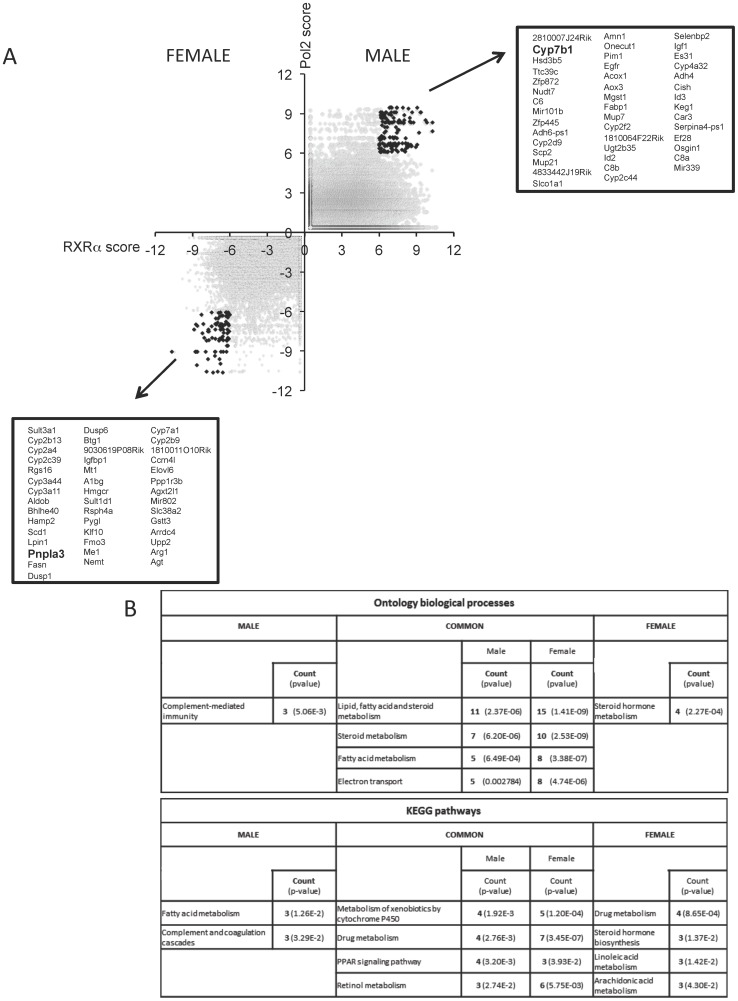
Sexual dimorphic RXRα-dependent gene regulation in mouse liver. A) Scatter plot of RXRα scores correlating with Pol2 scores. Genes identified having a RXRα and Pol2 score >6 for male and -<6 for females are represented by the black dots, with the grey dots representing correlation of all genes. Genes listed in order of RXRα score high to low (see also Table S5A and S5B in File S1). B) Ontology analysis and pathway analysis of genes with an RXRα and Pol2 score >6 for male and -<6 for females (see also Table S5C and S5D in File S1)

### Representative ChIP-Seq maps of sentinel sexually-dimorphic genes

RXRα and Pol2 binding to a male-enriched (Cyp7b1), and female-enriched gene (Pnpla3; Fig. 4) highlight the power and utility of the RXRα+Pol2 assay approach. Note the ability of the algorithm to identify genes with strong RXRα-associated gender-specific binding and transcription, even in the presence of additional RXRα binding on liver chromatin of the opposite gender (e.g. several adjacent male RXRα peaks in Pnpla3, Fig. 4 + Fig. S2). RNA quantification from mouse liver samples confirmed the strong sexually-dimorphic expression of these genes (Fig. 4C). Maps of other genes with RXRα and Pol2 scores >6 that underwent further analyses are shown in Fig. S3 (i.e. Chip-Seq maps and RNA quantification for Elov6, Scd1, Lpin1, Elovl3, Hsd3b5, Sult3a1). Sexually-dimorphic expression of the Pnpla3 gene, which is known to be regulated by Srebp1c [44], [45] (but not known to be regulated by RXRα heterodimers) with a polymorphism (I148M) strongly associated with fatty liver disease, has not been reported beforehand. The consequences of this polymorphism in relation to PNPLA3 function and hepatic lipid handling are not fully known [46].

**Figure 4:**
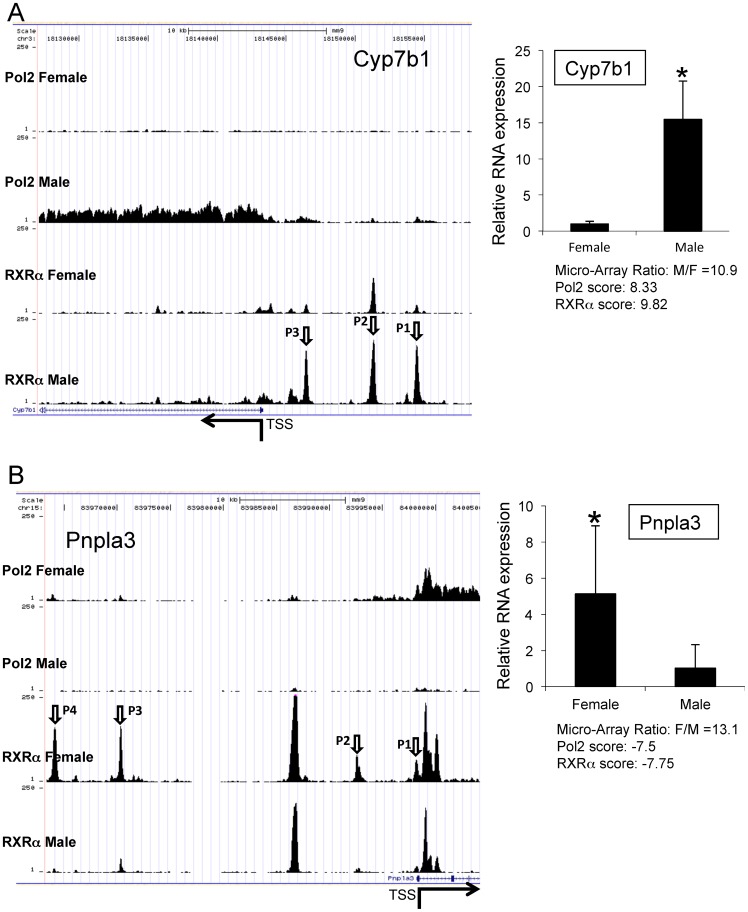
Representatives of gender differential RXRαregulated genes. A) Predominant RXRα and Pol2 binding for Cyp7b1 in male mouse liver. Left-hand panel: Top 2 tracks show Pol2 binding along the Cyp7b1 gene-span in male and female mouse liver. Bottom 2 tracks show RXRα peaks binding upstream of the TSS of Cyp7b1 TSS. Male enriched RXRα peaks are indicated by arrows P1, P2 and P3. Right-hand panel: Sexual dimorphic RNA levels of Cyp7b1 were confirmed by qPCR (n = 5–6) (see also Fig. S2 and S3A–G). B) Predominant RXRα and Pol2 binding for Pnpla3 in female mouse liver. Left-hand panel: Top 2 tracks show Pol2 binding along the Pnpla3 gene-span in male and female mouse liver. Bottom 2 tracks show RXRα peaks binding upstream of the TSS of Pnpla3 TSS. Female enriched RXRα peaks are indicated by arrows P1, P2, P3 and P4. Right-hand panel: Sexual dimorphic RNA levels of Pnpla3 were confirmed by qPCR (n = 5–6) (see also Fig. S2, S3A–G, S7 and S8). *p<0.05

### Incorporation of gene expression levels into the ChIP-Seq RXRα+Pol2 analyses

RNA expression levels in male and female mouse livers were determined by microarray analyses and correlated with RXRα and Pol2 binding strengths. This analysis revealed that the RNA expression levels were, in aggregate, highest when both RXRα and Pol2 binding were present (Fig. 5A). In addition, binding of RXRα and Pol2 surrounding the TSS was most strongly correlated with higher gene expression levels in both male and female mouse liver (Fig. 5B). 

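Liver RNA from 3 male and 5 female wild-type (WT) mice, 2 months old by the sample labels, was hybridized to Illumina mouse Ref-6 v2 bead arrays, with 1 array per sample. The same set holds 3 male and 5 female livers with a hepatocyte-specific deletion in Rxra (hs-RXRα KO). The KO livers took part in the fit that estimates the spread and are otherwise described only after the article. Transcripts of Xist, the RNA that silences an X chromosome, were detected on all 10 female arrays and on none of the 6 male arrays.
The deposited value of a probe is an intensity on a linear scale, background-subtracted and quantile normalized between arrays, as the values show. Between 35.2 and 35.3% of the values of each array lay below 0, and the median intensity was 5.55 to 5.63 in all 16 arrays. The core facility's background method is not named in the paper's text. Values below 0 were set to 0, 16 was added, and log2 was taken. A probe was counted as detected where its intensity exceeded 3 times the root mean square of the array's values below 0, which was an intensity of 20.9 to 21. By this threshold 8725 to 8806 genes were detected on the male WT arrays and 8841 to 8895 on the female WT arrays. Of 19057 genes with a probe, 9906 were detected on at least 3 arrays and were tested, each by its brightest such probe. Male and female WT livers were compared by limma with 1 mean per group, and p was adjusted over the 9906 genes by the Benjamini-Hochberg method with a threshold of 0.05. The 3 male WT arrays limit the precision of each comparison. Every log2 difference is male minus female.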

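Genes at the tallest RXRα peaks were expressed at a higher level than other genes in livers of both sexes. The paper lists 440 such peaks, called in male liver, at 401 genes (Table S1B in File S1), and 352 of these genes have a probe on the array. They include Ttc39c, Egfr, Scd1, Akr1d1 and Pnpla3. Scd1, the stearoyl-CoA desaturase, was among the brightest genes, with an intensity of 24590 ± 11190 (SD, n = 3) in males and 30970 ± 5961 (SD, n = 5) in females. The median log2 level of the 352 genes was 7.40 in males and 7.49 in females, against 4.83 and 4.84 for the 18705 other genes. The difference of the medians was 2.50 ± 0.139 (SD, n = 3) in males and 2.55 ± 0.173 (SD, n = 5) in females, and it was positive on each of the arrays. A permutation of the peak genes among all genes gave p = 1e-05 in each sex, two-sided, the smallest p that 100000 permutations can give. Probes differ in their response, so levels of different genes are only roughly comparable, and genes are not independent replicates, so this p describes the genes on these arrays. In males 69.3% of the peak genes were detected on every array, compared with 40.9% of the others, and in females 67.3% compared with 40.0%. Among genes detected on at least 3 arrays alone, the difference was 1.22 in males and 1.26 in females. The listed heights are those of RXRα, and the level of Pol2 binding was not used here.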

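Within the genes at the tallest RXRα peaks, those with such a tall peak close to the TSS had the higher RNA levels. Of the 352 genes, 125 had a listed peak within 10 kb of the TSS. The 227 others, called far, had listed peaks only farther away. Lower peaks and female peaks were not counted, so a far gene can have one nearer its TSS. Pnpla3 counts as far, by a listed peak at 11399 bp, and has a female peak at 5652 bp. The median log2 level was 9.07 for the near genes and 6.85 for the far genes in males, and 8.96 and 6.96 in females. The difference between near and far genes was 2.28 ± 0.085 (SD, n = 3) in males and 1.89 ± 0.29 (SD, n = 5) in females. By permutation of the genes, two-sided, p was 1e-05 in males, the smallest that can be given, and 1e-04 in females, for genes that are not independent of each other. This split into near and far was chosen after the values had been seen. Against all genes without a listed near peak, the near genes lay 4.13 ± 0.189 (SD, n = 3) higher in males and 3.92 ± 0.367 (SD, n = 5) higher in females. The near genes were detected on every array in 74.4% of cases in males and 72.8% in females, the far genes in 66.5% and 64.3%.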

Differentially-expressed male-female genes using RNA levels (employing a cutoff of a 1.5 fold change in expression in either direction), resulted in 846 male-enriched and 613 female-enriched genes. 

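Enzymes of fatty acid, steroid and drug metabolism were among the genes with the widest sex differences. Cyp4a12a, a fatty acid and arachidonic acid hydroxylase, had an intensity of 6951 ± 1426 (SD, n = 3) in males and 11.1 ± 28.6 (SD, n = 5) in females, where 1 of 5 arrays detected it. It was higher in males (adjusted p = 2.62e-09 from limma), and with most female arrays below detection its log2 difference depends on the handling of dim values (6.87 to 9.84 over the alternatives). Cyp4a12b, its paralog, was at least 67.4-fold higher in males. In females, the sulfotransferase Sult2a2 was at least 293-fold higher and Hao2, a hydroxyacid oxidase, at least 84.1-fold higher, and neither was detected on a male array. Tox, a transcription factor, was at least 4.13-fold higher in females.
Of 9906 genes, 485 were higher in males and 712 higher in females by more than 1.5-fold in the mean log2 level, with no p. Both counts depend on the handling of dim genes and on single arrays. They were 246 and 353 with an offset of 50 (chosen after the values were seen), and 1161 female genes were found without male WT 1. By arithmetic means over all genes on the array, with a floor of 21, they were 846 and 1133 with no p. With an unadjusted p under 0.1 as well they were 692 and 526, so there the balance turned with the p. This floor and its use with a p were chosen after the values were seen. By limma's adjusted p, 368 genes differed, 159 higher in males and 209 higher in females, and 149 and 200 of these were past 1.5-fold as well. Their median absolute log2 difference was 1.05. In 360 of the 368 genes every male array lay on one side of every female array, and this held for 11.5% of all genes, where chance alone gives 3.57%.
Of 32 tested genes known as male-biased and regulated by growth hormone, 21 were higher in males and 0 lower, at 25 and 0 with an unadjusted p under 0.05 (25 higher when adjusted over the list alone), with a median log2 difference of 1.85. Of 18 female-biased ones 13 were higher in females and 0 in males, at 17 and 0 with an unadjusted p (17 when adjusted over the list alone), with a median of -3.23. Both lists hold genes that this paper or earlier studies call sex-biased. They passed camera's test with an estimated correlation as well (adjusted p = 3.66e-05 and 6.32e-05). The count of 368 fell to 171 with the KO arrays left out of the fit, to 171 without male WT 2 and to 169 without male WT 3, and it was 1405 with weights given to the arrays. Of the 1.5-fold genes, 402 and 505 had an unadjusted p under 0.1, the threshold the paper gives with its Fig. 5C, and 86 and 113 once that p was adjusted over all genes.

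**Figure D1:**
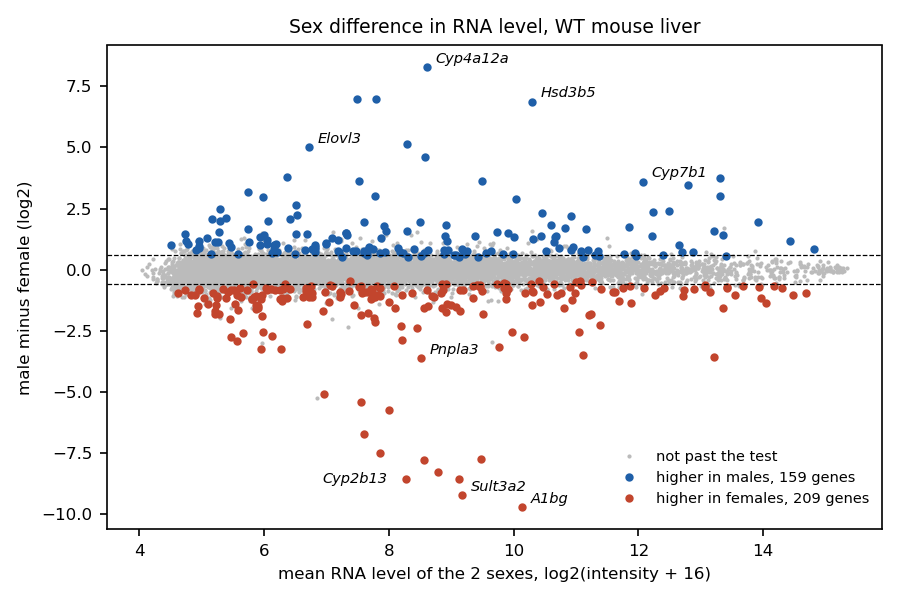
Male minus female log2 difference in WT liver against the mean log2 level of each of the 9906 tested genes. Each point is a gene, coloured points passed limma's adjusted p threshold of 0.05 (159 higher in males and 209 higher in females), and dashed lines mark 1.5-fold.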

Correlation of strong RXRα binding sites (score >6) to sexually-dimorphic RNA levels, identified 142 genes (395 RXRα peaks) in male livers, and 117 genes (305 RXRα peaks) in female livers (Fig. S4A;Table S5A–B in File S1), many of which were previously identified as gender-specific [11], [47], [48]. Further analysis correlated strong sexually-dimorphic Pol2-binding with RNA levels in 23 male-specific genes and 24 female-specific (Fig. S4B, Table S5C–D in File S1). Finally, incorporating all 3 analyses (RXRα peaks with score >6, Pol2 binding score >6, and RNA levels FC>1.5, p<0.1) with regards to gender-specific enrichment, 21 genes were identified for male and 19 for females (Fig. 5C, Table S5E–F in File S1). 

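Nearly all genes printed in Fig. 5C that the array could measure differed between the sexes in the printed direction. For the male set, 20 of the 21 genes were measured, all 20 were higher in males, 18 by more than 1.5-fold, and 16 passed limma's test. They include the complement genes C6 and C8b, Keg1, an acyltransferase-like gene, and the aldehyde oxidase Aox3. C6 had an intensity of 2514 ± 220 (SD, n = 3) in males and 197 ± 63.8 (SD, n = 5) in females, a log2 difference of 3.61 (standard error 0.275, adjusted p = 2.64e-07). The differences of Keg1 and Aox3 were 2.38 (adjusted p = 2.32e-05) and 2.36 (adjusted p = 9.68e-05). For the female set, 17 of 19 genes were measured, all 17 were higher in females, 16 by more than 1.5-fold, and 15 passed. A1bg, a plasma glycoprotein, had an intensity of 26.4 ± 21.3 (SD, n = 3) in males, where 1 of 3 arrays detected it, and 32850 ± 4886 (SD, n = 5) in females (log2 difference -9.70, with -10.29 to -8.77 over the alternatives, adjusted p = 5.96e-07). Hamp2, a hepcidin, had a log2 difference of -3.55 (adjusted p = 2.47e-05), and the glutathione transferase Gstt3 one of -2.27 (adjusted p = 7.42e-05).
Genes that did not pass were Car3, with 0.75 (adjusted p = 0.076), Serpina4-ps1, with 1.57 (adjusted p = 0.22), Sult2a8, with 0.57 (adjusted p = 0.152), and Scp2, with 0.19 (adjusted p = 0.474) by its brightest probe and up to 2.61, which passed, by another, in the male set, and Arrdc4, with -0.63 (adjusted p = 0.131), and Tcim, with -0.53 (adjusted p = 0.253), in the female set. Among the wider lists of genes past both binding scores in Fig. 3A, 32 of 32 tested male genes were higher in males, 23 past 1.5-fold and 19 past limma's test. Of 34 tested female genes 31 were higher in females, 22 past 1.5-fold and 16 past limma's test, and the other 3 were higher in males without passing. The paper chose the Fig. 3A lists by binding and the Fig. 5C genes partly by RNA levels of male and female livers, so the direction of the Fig. 5C genes is not independent evidence. C8a, with 1.36 (adjusted p = 0.0208), no longer passed with the KO arrays left out of the fit or without any 1 of the male WT arrays. Other genes lost their call as well. The count of 19 male genes of Fig. 3A was 15 with the KO arrays left out or without male WT 3. That of 16 female genes was 14 with the KO arrays left out and 12 without male WT 2.

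**Figure D2:**
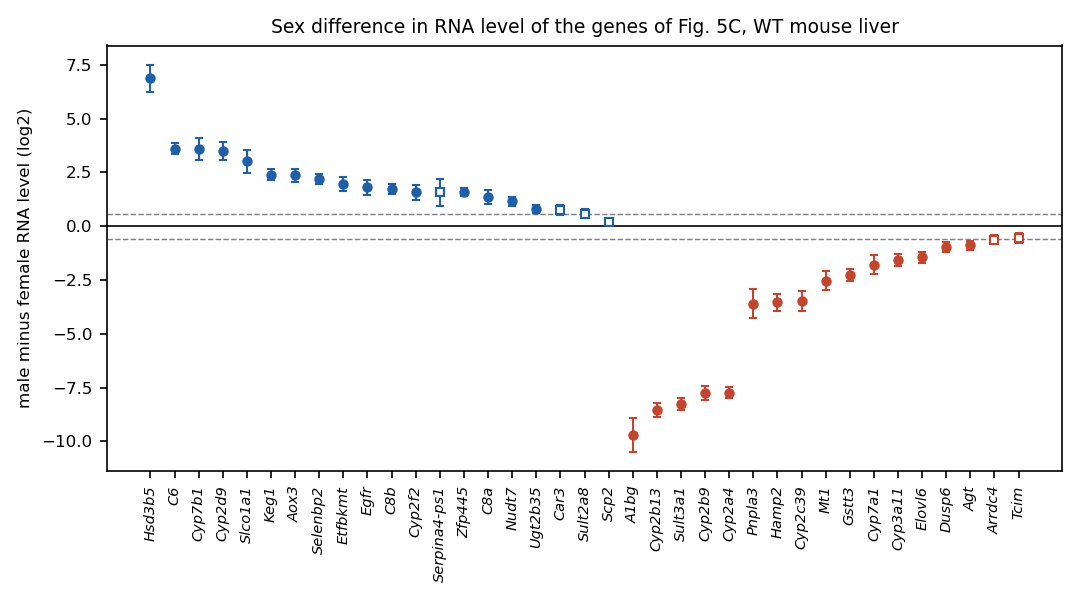
Male minus female log2 difference in WT liver of the 37 measured genes of Fig. 5C, with bars for the standard error from limma (3 male and 5 female arrays). Filled points passed the adjusted p threshold of 0.05, open squares did not, and dashed lines mark 1.5-fold. The differences run from -9.70 for A1bg to 6.87 for Hsd3b5.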

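Genes of bile acid synthesis and transport differed between the sexes in both directions, and the genes that passed in lists of fatty acid and triglyceride synthesis and of cholesterol synthesis were higher in females. Cyp7b1 (NCBI gene 13123), the oxysterol 7α-hydroxylase of the alternative pathway of bile acid synthesis, had an intensity of 15600 ± 5039 (SD, n = 3) in males and 1430 ± 923 (SD, n = 5) in females. The log2 difference was 3.60 (standard error 0.508, adjusted p = 0.000411 from limma). Pnpla3 (NCBI gene 116939), a lipid droplet protein with lipase activity, had 123 ± 128 (SD, n = 3) in males and 1624 ± 1146 (SD, n = 5) in females, a log2 difference of -3.60 (standard error 0.689, adjusted p = 0.00609). Both differences held for every male array against every female array. Pnpla3 did not pass without male WT 2 (adjusted p = 0.0591, with 0.000504 to 0.0591 over the alternatives). Hsd3b5, a male-specific steroid reductase, had 13660 ± 1115 (SD, n = 3) in males and 185.5 ± 238 (SD, n = 5) in females (log2 difference 6.87, standard error 0.627, adjusted p = 2.73e-06). Elovl3, a fatty acid elongase outside these lists, was at least 16.3-fold higher in males. In females the sulfotransferase Sult3a1 was higher, with 7846 ± 1489 (SD, n = 5) against 9.48 ± 15.1 (SD, n = 3) in males, where 1 of 3 arrays detected it (adjusted p = 3.13e-12, log2 difference -9.43 to -7.01 over the alternatives), and Cyp2b9, a steroid hydroxylase, was at least 151-fold higher.
Of 24 tested genes of fatty acid and triglyceride synthesis, 5 were higher in females and 0 in males, with 10 and 0 at an unadjusted p under 0.05 (5 when adjusted over the list alone). These were Pnpla3, Elovl6, Pklr, Acss2 and Elovl5. Elovl6, the elongase of saturated fatty acids, had 776 ± 252 (SD, n = 3) in males and 2129 ± 654 (SD, n = 5) in females, a log2 difference of -1.44 (standard error 0.256, adjusted p = 0.00359). Acss2 and Elovl5, with adjusted p = 0.0436 and 0.0452, and Pklr passed with all arrays but lost the call in some alternatives, and other probes of Acss2 and Pklr gave -0.56 and -0.36. Fasn, with -0.59 (adjusted p = 0.489), Lpin1, with -0.27 (adjusted p = 0.90), and Srebf1, with -0.61 (adjusted p = 0.563), did not pass. The list's median was -0.61 (camera, adjusted p = 6.68e-05, and adjusted p = 0.167 with an estimated correlation). Markers of the sinusoidal endothelium also had a median below 0, of -0.44, in the same livers.
Of 18 genes of cholesterol synthesis and uptake 4 were higher in females and 0 in males, with 8 and 0 at an unadjusted p under 0.05 (6 when adjusted over the list alone). They were Sqle, the squalene epoxidase, with -1.02 (adjusted p = 0.0145), Mvd, with -0.96 (adjusted p = 0.0159), Pmvk, with -0.84 (adjusted p = 0.0146), and Srebf2, with -0.75 (adjusted p = 0.0164). Each of the 4 lost its call without 1 of the male WT arrays, and the other detected probe of Srebf2 gave 0.20. The list had a median of -0.30 (camera, adjusted p = 0.000746, and adjusted p = 0.129 with an estimated correlation). Of 23 genes of bile acid synthesis and transport 3 were higher in males and 2 in females (3 and 3 when adjusted over the list alone). They include the organic anion transporter Slco1a1, with 3.01 (adjusted p = 0.00359), the efflux pump Abcc4, with -1.12 (adjusted p = 0.00968), which did not pass without male WT 2 or male WT 3, and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, with -1.79 (adjusted p = 0.0273), which did not pass without any 1 of 6 of the 8 WT arrays. The median of this list was -0.09 and its mean 0.13 (camera, adjusted p = 0.926). From the genes that combine both binding scores with RNA levels, the paper reasons that the RXRα and Pol2 score is a means of finding genes likely to be highly regulated by RXRα-containing heterodimers.

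**Figure D3:**
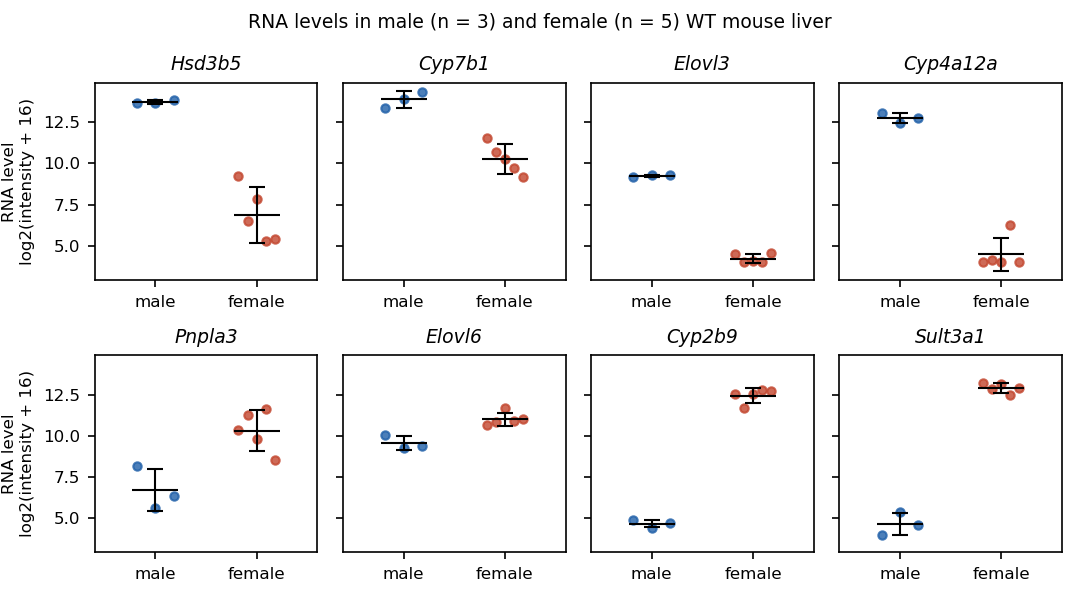
Intensity on each WT array, on a log2 scale, of 4 genes higher in males and 4 higher in females. Points are arrays (3 male, 5 female), and bars give the mean and SD of the group. For Cyp7b1 the male arrays lie between 13.36 and 14.33 and the female arrays between 9.17 and 11.52, and for Pnpla3 the male arrays lie between 5.65 and 8.16 and the female arrays between 8.51 and 11.63.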

Of note, there is significant enrichment of lipid and steroid-processing genes when RNA levels are incorporated into the RXRα +Pol2 score, including PNPLA3 in female livers and Cyp7b1 in male livers, overall validating the utility of the RXRα+Pol2 score as a means of identifying genes with strong RXRα binding sites that are likely to be highly regulated by RXRα-containing heterodimers. We next sought to validate such ChIP-Seq based analyses and their potential to identify RXRα–regulated genes with in vivo studies using the potent RXRα agonist, LG268.

**Figure 5:**
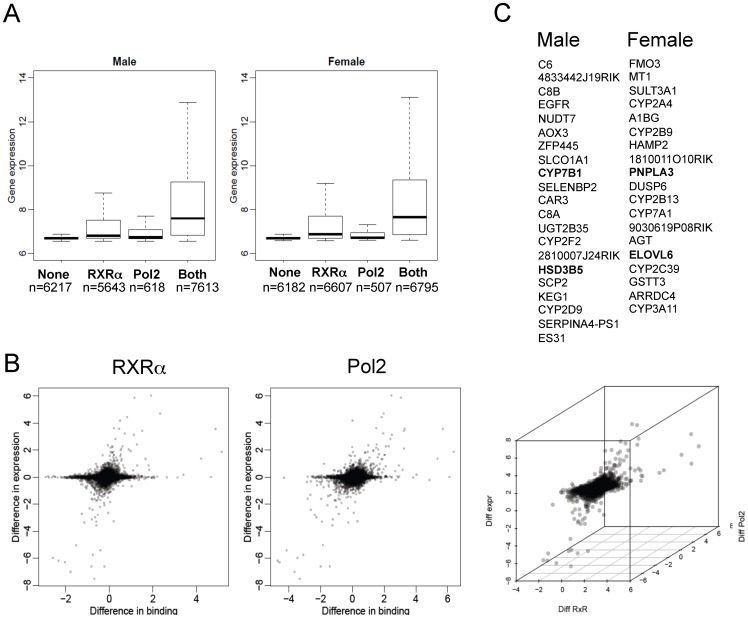
Correlation of gender differential RXRα, Pol2 and RNA expression levels. A) Correlation of RXRα and Pol2 binding with gene expression levels. B) Scatterplot representation of gender differential RXRα binding with gender differential gene expression on the left-hand side, and scatterplot representation of gender differential Pol2 binding with gender differential gene expression on the right-hand side. C) Genes with a gender specific positive correlation between RXRα binding Pol2 binding and changes in RNA levels (see also Fig. S4A–B and Table S6A–H in File S1).

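Across the 352 genes at the tallest RXRα peaks, sex differences in RNA level went with those in Pol2 binding. Ttc39c, with a Pol2 score of 9.11 toward males, was higher in males by a log2 difference of 2.33 (standard error 0.213, adjusted p = 2.74e-06 from limma). Egfr, the EGF receptor, had a Pol2 score of 8.90 and a log2 difference of 1.81 (standard error 0.338, adjusted p = 0.00492). Scd1 had a Pol2 score of -10.57 toward females and a log2 difference of -0.40 (standard error 0.261, adjusted p = 0.466), which did not pass the test. Of the 62 genes with a Pol2 score of at least 3 toward males 38 were higher in males, and of the 56 with a score of at least 3 toward females 20 were. Of the 234 genes between these scores 104 were. The median log2 differences were small, at 0.06 for the male scores, -0.27 for the female scores and -0.04 between them. For Pol2, Pearson's r over the genes was 0.409 (permutation p = 1e-05, adjusted p = 2e-05 over the 2 relations) and Spearman's rho was 0.263 (permutation p = 1e-05, adjusted p = 2e-05), with r = 0.392 without the 2 genes farthest from the median score. For the log2 ratio of the RXRα peak heights, r was 0.194 (permutation p = 0.00826, adjusted p = 0.00826) and rho 0.0381 (permutation p = 0.476). The relation with peak height rests on the 2 farthest genes, without which r was 0.0356. Over the 125 genes with a listed peak within 10 kb of the TSS r was 0.165 (permutation p = 0.067). These genes were chosen by the height of their male RXRα peaks, which limits the range of the height ratio, and the difference between the 2 relations was not tested. The permutations were two-sided, and genes are not independent replicates.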

### Responses of mouse livers to the RXRα agonist LG268

In order to determine gender and gene-specific capability to respond to an RXRα ligand, male and female mice were given the RXRα ligand (rexinoid) LG268 daily for 5 days by gavage feeding, followed by analysis of RXRα binding by ChIP-qPCR and RNA quantification. RXRα binding to upstream regions of Pnpla3 and Elovl6 genes was increased (1.8–4.7-fold) in male mice when given the ligand, with an even greater increase in binding in LG268-treated female mice (3.0–10.2-fold; Fig. 6B). However, binding of RXRα in response to LG268 was not changed for the male gene binding sites for Cyp7b1 and Hsd3b5 (Fig. 6B). LG268 treatment increased RNA levels of Pnpla3 in both male and female livers ∼9–12 fold, and given the substantially greater expression in females, led to an overall 50-fold higher expression of Pnpla3 RNA in LG268-treated female livers than males treated with vehicle alone (Fig. 6A). A similar pattern of changes was noticed for Elovl6, Interestingly, RNA levels of male-specific genes Cyp7b1 and Hsd3b5 were repressed by LG268 (Fig. 6A). Liver triglyceride (TG) levels increased 2-fold in male mice given LG268, bringing the male liver TG content in line with the basally higher TG content of female livers (Fig. S5), indicating physiological relevance of our findings of hepatic TG levels in response to RXRα activation.

**Figure 6:**
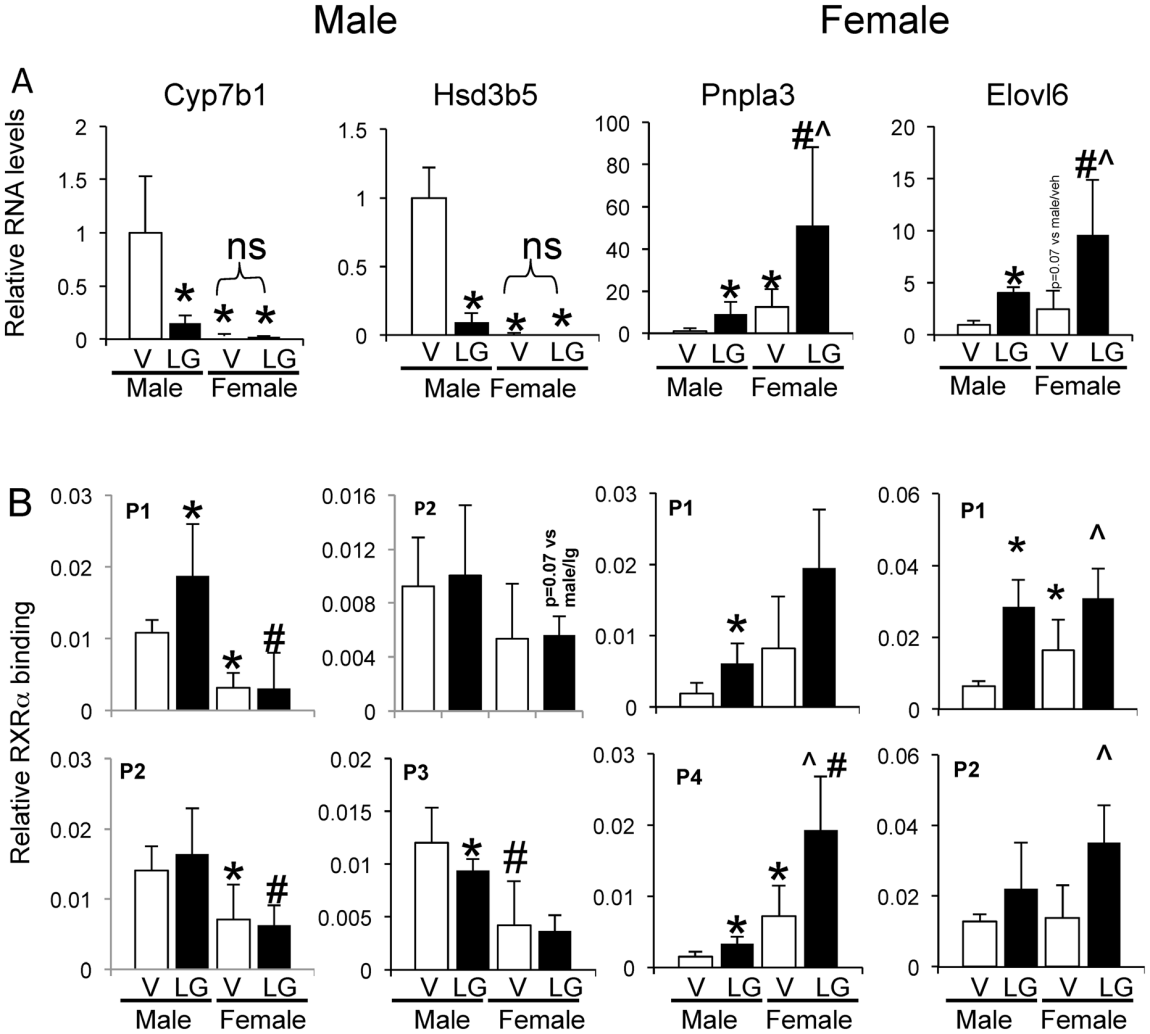
Gender differential responsiveness to RXRα activation in vivo. Male and female mice were gavaged once daily for 5 days with the RXRα ligand LG268. A) Relative RNA levels in male and female mouse liver as determined by QPCR in response to RXRα activation by LG268 for selected male and female enriched genes. B) RXRα occupancy in response to RXRα activation on selected male and female enriched genes (see also Fig. S5 and S6). *p<0.05 vs male/veh; ?p<0.05 vs female/veh; #p<0.05 vs female/LG268.

Moreover, LG268 increased RXRα binding site occupancy in the sentinel female-specific genes (Pnpla3, Elovl6) in both male and female mouse livers, more so in females than males (Fig. 6),while there were variable and more modest effects of LG268 on RXRα binding in male-enriched sites. Whether or not this is a consequence of a greater abundance of RXRα in female than male liver nuclei remains to be determined (Fig. 1D).

## Discussion

In this study we identified genome-wide binding sites for RXRα and Pol2 in mouse liver and discovered sexually-distinct binding patterns in males and females that were enriched in sterol and lipid processing genes. 

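The arrays measured liver expression of 19057 genes. In males 7894 genes were detected on all 3 WT arrays and in females 7720 on all 5 WT arrays. Both sexes shared 7420 genes (38.9%) detected on all 8 WT arrays, and 8102 genes were detected on none. Detection on every array of one sex and on no array of the other was seen for 21 genes in males and 38 in females. The male genes include the complement regulator Susd4, at least 2.49-fold higher in males (adjusted p = 1.03e-05 from limma, 3 of 3 male arrays above 5 of 5 female arrays). The female genes include the peroxisomal transporter Abcd2, at least 2.29-fold higher in females (adjusted p = 0.00249, with no overlap of the arrays). They also include the transcription factor Cux2, at least 2.09-fold higher in the female mean, which did not pass (adjusted p = 0.101). The female mean of Cux2 leans on female WT 4, with a log2 level of 8.36 against a median of 5.58 on the other female WT arrays. By its only probe, Rxra itself was detected on all 8 WT arrays at a low signal, with an intensity of 63.9 ± 15.4 (SD, n = 3) in males and 69.8 ± 20.8 (SD, n = 5) in females (log2 difference -0.09, adjusted p = 0.881). Probes differ in their response, so this low signal does not show that Rxra RNA is scarce in liver. Among 23 tested nuclear receptors 2 were higher in females and 0 in males, with 3 and 2 at an unadjusted p under 0.05 (2 higher in females and 1 in males when adjusted over the list alone). These were Esr1, the estrogen receptor α, with -1.47 (adjusted p = 0.000105), and Rxrg, with -1.27 (adjusted p = 0.0156), which did not pass without male WT 2 or male WT 3.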

To our knowledge, the number of binding sites determined in this study for RXRα in both genders (>45,000) is the most for any known transcription factor, correlating with ∼50% of all mouse genes, and 32% of liver-expressed genes (based on RNA levels and probe sets of total mouse genome present in our microarray dataset). Given the extensive binding in mouse liver chromatin, RXRα as an essential heterodimer partner to Type 2 NRs, should be considered as a natural focus for exploring the core mechanisms underlying the metabolic machinery, and response to the intracellular environment of the metabolically-active hepatocyte. The vast number of binding sites found for RXR α in this study correlates well with its broad-based function in liver due to heterodimeric partners and the associated large number of binding sites with each of the known dozen partner NRs expressed in liver [49]. Overlapping sites have been found for FXR, PPARα, LXRα [28], [29] indicating many of these sites are functional. Functionality and partner-identification of the remaining sites will have to be determined in future studies that incorporate ChIP-SEQ with ligand and mechanistic analyses.

RXRα binding to chromatin was enriched in male mouse liver for 1945 genes and 1214 genes in females which included both new and previously-identified hepatic gender specific and enriched binding sites and genes. Though the main physiological processes that were found associated with RXRα binding were similar between genders, including lipid, sterol and drug related metabolism processes, different genes within these same process/pathways were enriched for RXRαbinding in each gender, indicating potential differential roles for RXRα regulation of these pathways. Moreover, a new analytical tool was developed that incorporated RXRαbinding strength with Pol2-binding strength of an assigned closest gene. Using this analysis, a surprisingly small and metabolically-relevant list of genes was identified–44 male and 43 female enriched genes, the majority involved in drug or lipid metabolism. The gender-discrepancy in lipid processing genes and RXRα binding was unexpected and identified RXRα dependent sexually-dimorphic binding as a major player in lipid metabolism.

Effective handling of hepatic lipids likely directs whether or not an organism develops pathophysiological consequences of fat accumulation, with direct links to the most common form of liver disease in humans – Non-alcoholic fatty liver disease (NAFLD) [50]. With the worldwide increase in obesity, NAFLD is a leading cause of chronic liver disease, affecting about 20–25% of the general population worldwide, 20–30% of which may progress to cirrhosis [51]–[55]. Lipid metabolism is gender-dimorphic [56], and NAFLD appears to be more prevalent in men than women, both in adults and in pediatric populations [57]–[61]. In mice, gender differences in hepatic lipid composition was shown, and livers of female mice contained twice the amount of total lipids compared to male mouse livers [62]. Sex-differential expression in metabolism-related genes in response to high fat diet [63], [64] have been observed as well and it appears that female livers have a superior capability of handling of changes in lipid concentrations and maintaining homeostasis. We found higher binding of RXRα to female hepatic chromatin for the essential lipid processing genes including Pnpla3, Lpin1, RGS16_ENREF_119, Elovl6, SCD1 and Fasn (see below), supporting a central role for RXRα in mediating these differences. In addition, LG268-activated RXRα showed higher induction of lipid-related gene expression in female compared to male mice, but without higher induction of hepatic TG levels, consistent with the improved capability of handling lipids in female mice. PNPLA3 (adiponutrin) is a patatin-like phospholipase [65], [66]. Recently its function has been elucidated to be LPAAT activity [67], mediating one of the steps in the TG synthesis pathway but loss of *Pnpla3* in mice did not cause fatty liver [45], [68], [69]. Pnpla3 RNA expression is regulated by nutritional factors, including feeding and fasting and intra-hepatic lipid status [44], [70], [71]. Consistent with higher female hepatic lipid levels, we show here that Pnpla3 has female-dominant RXRα binding and RNA expression in liver, with enhanced responsiveness to RXRα activation, suggesting a major role for RXRα in mediating this gender lipid difference. Pnpla3 gene expression is directly regulated by Srebp1c [44], [45], and indirectly by the LXR/RXRα heterodimer acting on Srebp1c. Our ChIP-Seq and ChIP-QPCR data reveal also direct regulation by RXRα heterodimers. No gender or LG268 induced differences in RNA levels for Srepb1 were detected, despite a tendency for higher RXRα and Pol2 binding to female liver chromatin (Fig. S6). Numerous recent studies have established that the rs738409 C>G polymorphism encoding for the PNPLA3 I148M variation affects hepatic TG content and is more prevalent among NAFLD patients than healthy controls [39], [40], [72]. In addition, this polymorphism is associated with severity of both steatosis and fibrosis in NASH. Lpin1, which was also identified in our analysis to be female enriched in RXRα and Pol2 binding (Fig. 3), regulates a step in TG synthesis after Pnpla3 and serves as coactivator for certain PPAR/RXRα regulated genes [73]. Our data show strong direct gender-differential binding of RXRα to Lpin1 upstream regions. Upstream of TG synthesis, Elovl6 is involved in elongation of saturated fatty acids (FA) from C12–16 to C18 [74], [75], and its role in FA-synthesis is in conjugation with Fasn and Scd1. Elovl6 transcription is indirectly activated by the RXRα/LXRα heterodimer via activation of Srebp1c [75], [76], but our data indicate direct regulation by RXRα and partners via multiple binding sites as well, with an additional newly identified gender-specific regulatory role for RXRα. Scd1 is transcriptionally regulated by multiple partners of RXRα, including LXRα and PPARα [77], and multiple RXRα binding sites were identified in our study, but regulation was not previously known to be RXRα-mediated and gender differentially affected. RGS16 is involved in regulating energy homeostasis by coupling hepatic glucose production with rate of FAO [78], and Rgs16-Tg mice developed fatty liver during prolonged fast [79], and gender differential expression as well as regulation by RXRα has not been shown before. Overall, the roles found here for RXRα-containing heterodimers are readily extended to known therapeutic effects of ligands under study for these same pathways that target RXRα's partners- PPARs, LXRs, and FXR. The consequences to RXRα-partner binding and function after heterodimer partner ligand treatment, or treatment with a rexinoid in combination with a partner ligand, is important and in need of future study.

Previous studies in human and rodent liver have identified sex-dependent differences in hepatic gene expression involved in diverse hepatic processes, including inflammatory responses, lipid metabolism, and steroid and drug metabolism [11], [12], [80], [81], which were partially replicated in our study. In addition, by combining ChIP-Seq with RNA microarray analyses, this was expanded with findings of novel sex differences implicating a role for RXRα. 

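Genes of drug metabolism and of complement and coagulation differed between the sexes in both directions, and 2 acute phase genes were higher in females. Of 33 tested Cyp2 and Cyp3 genes, whose enzymes oxidize steroids and drugs, 9 were higher in females and 3 in males (12 and 4 when adjusted over the list alone). Cyp2c39 and Cyp3a11 were higher in females, with log2 differences of -3.46 (adjusted p = 0.00024) and -1.56 (adjusted p = 0.00359) from limma, and Cyp2u1 was higher in males, with 1.97 (1.15 by its other detected probe, adjusted p = 0.000507). Of 50 conjugating enzymes 11 were higher in females and 3 in males (16 and 7 when adjusted over the list alone). The glucuronosyltransferase Ugt1a5 had -2.22 (-1.26 by its other detected probe, adjusted p = 4.29e-05), the microsomal glutathione transferase Mgst3 had -1.52 (adjusted p = 0.00054), and the glutathione transferase Gstp1 had 3.02 (adjusted p = 1.09e-06). The medians of these lists were -0.25 and -0.19 (camera, adjusted p = 6.68e-05 and 0.000596, and adjusted p = 0.122 and 0.231 with an estimated correlation).
Of 20 acute phase genes 2 were higher in females and 0 in males, with 6 and 1 at an unadjusted p under 0.05 (2 when adjusted over the list alone). These were Orm3, at least 1.52-fold higher in females (adjusted p = 0.0102), which did not pass without male WT 2 or male WT 3, and Fgl1, with -1.02 (adjusted p = 0.0064). The list's median was -0.26 (camera, adjusted p = 0.0984). Of 37 complement and coagulation genes 4 were higher in males and 2 in females (4 and 6 when adjusted over the list alone). C9 had 1.43 (adjusted p = 0.00176) and C8b 1.73 (adjusted p = 0.000104), and the lectin Mbl2 had -0.83 (adjusted p = 0.00201). This list's median was -0.11 and its mean 0.06 (camera, adjusted p = 0.452). None of the 11 tested markers of Kupffer cells passed, with 3 higher in females and 0 in males at an unadjusted p under 0.05, and their median was -0.38 (camera, adjusted p = 0.0291, and adjusted p = 0.604 with an estimated correlation), a call lost without male WT 1, male WT 2 or female WT 2. Of 10 markers of the sinusoidal endothelium 1, Pecam1 with -0.73 (adjusted p = 0.0397), was higher in females (3 when adjusted over the list alone). Pecam1 lost its call without any 1 of 7 of the 8 WT arrays. The list passed camera's test (adjusted p = 0.00249, and adjusted p = 0.122 with an estimated correlation).
Of 26 genes of fatty acid oxidation 1, the peroxisomal enzyme gene Ehhadh with -0.95 (adjusted p = 0.00164), was higher in females (2 when adjusted over the list alone). All 3 major urinary protein genes that differed, of 6 tested, were higher in males (3 when adjusted over the list alone). They were Mup21, with 3.76 (adjusted p = 7.36e-08), Mup20, with 1.97 (adjusted p = 0.049), which lost its call in 7 of 13 settings and without any 1 of 5 of the 8 WT arrays, and Mup5, with 0.84 (2.44 by its other detected probe, adjusted p = 0.022), which lost its call without any male WT array, with a list median of 0.42 (camera, adjusted p = 0.00351, and adjusted p = 0.122 with an estimated correlation).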

Previous studies have also shown that gender differences in Growth Hormone (GH) pituitary secretion patterns play a major role in determining sexual dimorphic hepatic gene expression [15], [17], [47], [82], [83], however it does not explain all aspects. An essential factor mediating the hepatic gender-specific effects of GH is the downstream transcription factor Stat5b, and its absence in male liver induced feminized hepatic gene expression [16]. Although Stat5b is a significant factor, other factors have been identified as well to play a role in sexual dimorphic hepatic gene expression, including transcription factors enriched in female liver Cux2, Trim24, Tox [18] and Bcl6 in male mouse liver [84]. In addition, some partners of RXRα were shown to have gender differential effects under certain conditions [48], [85] [25]. Cai et al [86] showed a role for RXRα signaling in hepatic gender differences for expression levels of several CYP genes; changes which were dependent on or influenced by sex hormones. Gender-dimorphism was also shown for hepatic PPARα [20], [85], CAR [87], [88], and HNF4α [89], [90]. Additional factors in hepatic gender differential expression are the sex hormones and their receptors, which are also a part of the NR family (Class I). Crosstalk has been shown between GH, NRs, sex hormones and their downstream signaling pathways [25], affecting hepatic sexual dimorphic expression of genes with roles in hepatic lipid metabolism. How all these differences in NR expression and function relate to our findings of differential chromatin occupancy of RXRα in male and female mouse livers will require similar sets of studies performed for the various NRs, especially ligand treatment of specific RXRα heterodimerization partners. Recently Zhang et al [26] identified all sexual dimorphic binding sites for Stat5b in male and female mouse liver. Comparing these data to our results for RXRα showed that ∼28% of all genes (>12 k) in male mouse liver with RXRα binding sites also contained Stat5b binding sites, and >92% of the genes with Stat5b binding sites were identified to also have RXRα binding sites (Fig. S7, Table S6A–B in File S1). Additional comparisons show a high correlation for a major part of gender-specific RXRα and Stat5b binding sites (Fig. S7, Table S6A–B in File S1 ). As pointed out by others [26], [29], [91], this indicates that there is likely a considerable overlap and coregulation between TFs on the same genes, even with overlapping binding sites. For example, in our study Stat5b and RXRα binding at the same chromosomal location was found for Cyp7b1, Hsd3b5 (Fig. S7), but not for the female genes Pnpla3 and Sult3a1, indicating complex regulation of sex differential gene expression and roles for cooperation and interaction of multiple transcription factors. Whether or not there is true cooperativity between Stat5b and RXRα heterodimers in NR ligand responsive gene expression in liver remains to be determined.

All together, these gender-specific binding patterns and differental ligand responsiveness may underlie some of the gender-specific “idiosyncratic” effects of drugs and the propensity to adverse events noted in humans. In conclusion these data indicate that RXRα is not only one of the most widely-distributed transcriptional regulators in mouse liver, but is engaged in determining sexually-dimorphic expression of several key sterol and lipid processing genes. These studies have implications for a deeper understanding of the roles for RXRα and heterodimer partner regulation of hepatic gene expression, with implications for the efficacy and adverse event profiles of NR ligands with potential gender-specific responses.

## Supporting Information

Figure.S1 **Chromosomal distribution of RXRα and Pol2 binding sites in male and female liver.** A) Chromosomal distribution of RXRα (left-hand panel) and Pol2 binding (right-hand panel) sites in male (top) and female liver (bottom). B) Number of RXRα (left-hand panel) and Pol2 (right-hand panel) binding sites per chromosome in male (top) and female liver (bottom) (see also Figure 1), showing significantly higher number of sites observed on chromosome 11 compared to expected and significantly lower on the X-chromosome.
(TIF)

Figure.S2 **RXRα and Pol2 binding sites for Akr1d1 in male and female mouse liver.** Screenshot of *Akr1d1* as an example of a gene with peaks identified with both male and female enriched RXRα peaks (see also Figure 4).
(TIF)

Figure.S3 **RXRα and Pol2 binding sites for sexually dimorphic genes in male and female mouse liver.** A) *Elovl6*, B) *Scd1*, C) *Lpin1*, D) *Elovl3*, E) *Hsd3b5*, F) S*ult3a1* and G) *Rsg16*. Top panels of each sub-figure shows screenshots of sexually dimorphic RXRα peaks (indicated by arrows) and Pol2 binding. Lower panel of each sub-figure shows RNA levels for each gender as determined by realtime qPCR for with and without response to the synthetic RXRα ligand LG268 (see also Figure 4 and Figure 6).
(TIF)

Figure S4 **Sexually dimorphic RXRα and Pol2 binding sites correlated to gender differential changes in RNA levels.** A) Scatterplot correlation of gender differential RXRα binding sites with score >6 and gender differential changes in RNA levels for male and female mouse liver. B) Scatterplot correlation of gender differential Pol2 binding sites and gender differential changes in RNA levels for male and female mouse liver (see also Figure 4).
(TIF)

Figure S5 **Hepatic triglyceride levels in male and female mouse liver.** Triglyceride levels in male and female livers in response to ligand activated RXRα (see also Figure 6). Mice were gavaged for 5 days once daily with the synthetic RXRα ligand LG268 (30 mg/kg). *p<0.05 vs male/veh.
(TIF)

Figure S6 **RXRα binding, Pol2 binding and RNA levels of Srebp1c in male and female mouse liver.** Top panel shows screenshot of RXRα binding and Pol2 binding to *Srebp1* in male and female mouse liver. Lower panel shows RNA levels of Srebp1c in response to RXRα activation by the synthetic RXRα ligand LG268 in male and female mouse liver (see also Figure 6).
(TIF)

Figure S7 **Overlap of genes with binding sites for RXRα and Stat5b in a gender-specific manner.** A–D) Venn diagrams showing overlap of number of sexual-dimorphic genes with binding sites identified for RXRα and for Stat5b. Stat5b data were obtained from (Zhang et al., 2012) (see also Figure 4).E–H) Screenshots of overlap of gender-specific binding sites for RXRα and Stat5b at the same chromosomal location for Cyp7b1 (E) and Hsd3b5(F), but not for Pnpla3 (G) and Sult3a1 (H) (see also Figure 4)
(TIF)

File S1 This file contains Tables S1A through S6. Table S1A, Number of RXR and Pol2 reads and peak in male and female mouse liver: related to Figure 1 Table S1B, Male RXRa peak height >300; related to figure 1. Table S1C, Female RXR peak height >300; related to figure 1. Table 1D, RXRa peak distribution. Table S2A, ontology biological pathways; related to Figure 2. Table S2B, Kegg pathways; related to Figure 2. Table S3A, Male preferential RXR-binding sites: Male RXR peaks, RXR score >6; related to Table 1. Table S3B, Female preferential RXR-binding sites: Female RXR peaks, RXR score >6; related to Table 1. Table S3C, Male preferential RXR-binding sites: Male RXR only peaks, RXR score >6; related to Table 1. Table S3D, Female preferential RXR-binding sites: Female RXR peaks only, RXR score >6; related to Table 1. Table S3E, Female-Male overlap, RXR score >6; related to Table 1. Table S3F, Male preferential transcribed genes: Pol2 score >6;related to Table 1. Table S3G, Female preferential transcribed genes: Pol2 score >6;related to Table 1. Table S4A, Male preferential RXR-binding sites: Male RXR score >6 & Pol2 score>6; related to figure 5. Table S4B,Female preferential RXR-binding sites: Female RXR score >6 & Pol2 score>6; related to figure 5. Table S4C, ontology biological pathways; related to figure 5. Table S4D, Kegg pathways; related to figure 5. Table S5A, RXR vs RNA RXR>6-RNA F FC>1.5 ttest<0.1; related to Figure 6. Table S5B, RXR vs RNA RXR>6-RNA F FC>1.5 ttest<0.1; related to Figure 6. Table S5C, Pol2 vs RNA Pol2>6-RNA M FC>1.5 ttest<0.1; related to Figure 6. Table S5D, Pol2 vs RNA Pol2>6-RNA F FC>1.5 ttest<0.1; related to Figure 6. Table S5E, RXR-Pol2-RNA M; related to Figure 6. Table S5F, RXR-Pol2-RNA F; related to Figure 6. Table S6A, Comparison RXRa and Stat5b genes; Male- related to figure 4. Table S6B, Comparison RXRa and Stat5b genes; Female – related to figure 4.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

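RNA was measured in livers of 3 male and 5 female wild-type (WT) mice and of 3 male and 5 female mice with a hepatocyte-specific deletion in Rxra (hs-RXRα KO), on 16 Illumina mouse Ref-6 v2 arrays, with 1 array per sample and no pooling stated. Condition, sex and replicate number were taken from the sample labels. The labels name a deleted exon, and the paper cites earlier mice whose hepatocytes lack the DNA-binding domain of RXRα. Whether the rest of the receptor remained was not tested. The paper's methods say that hybridization, analysis and normalization were done by a core facility, and they cite another deposit for the arrays. The number of arrays is not given in the paper's text, and the WT arrays were taken as the paper's male and female livers.

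The deposited value of each of the 45281 probes is an intensity on a linear scale. The processing notes name lumi, with no version, and say neither how the background was subtracted nor which normalization was used. The values were checked for both. On every array 35.2 to 35.3% of the values lie below 0, down to -23.72, and the highest is 43731.17, so the values were background-subtracted and not log transformed. The sorted values of any array differ from those of the others by a relative difference of at most 0.0524, so the arrays were quantile normalized. A second table, of non-normalized signals and detection p-values in 32 columns, was not used here, since its columns carry an animal number and a sex letter that match no sample label. The analysis planned before the data were examined was to start from that table with limma's neqc function. The deposited values took its place, and the alternatives that need the second table were not run.

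Values below 0 were set to 0, 16 was added and log2 was taken. The offset of 16 is the one neqc uses. Offsets of 4 and 50 and others were tried before 16 was settled on, and 4 and 50 are given as alternatives. The background of an array was taken as the root mean square of its values below 0, which was 6.97 to 6.99, and a probe counted as detected above 3 times this. By this rule 33.3 to 33.4% of the probes of each array were detected, and 8725 to 8984 genes. Of the probes 34885 belong to 1 gene, 18 to several and 10378 to none by the array annotation. A probe of 1 gene was kept where it was detected on at least 3 of the 16 arrays (14946 probes), and each of the 9906 genes left was represented by the probe with the highest mean. The mean correlation of an array with the others of its group was lowest for female WT 4 (0.9523) and female WT 2 (0.9608). Because all arrays share nearly the same values, array intensity cannot tell the arrays apart in depth, and the precision of a comparison is set by the spread between animals and by the 3 arrays of the male groups.

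Groups were compared by limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 mean per group over all 16 arrays, 12 residual degrees of freedom, 4.03 prior degrees of freedom and a median residual SD of 0.321 on the log2 scale. The comparisons were male minus female in WT and in KO livers, KO minus WT in each sex, and the interaction of sex and genotype. The p-values were adjusted by the Benjamini-Hochberg method over the 9906 genes, with a threshold of 0.05. The male and female arrays of the same replicate number were not treated as pairs. Where the arrays of a group were not detected, a fold change is given as a lower bound against the detection threshold. The count at 1.5-fold has no p, and the p threshold of 0.1 of an equal-variance test was run as an alternative.

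The 32 gene lists were written before the data were examined. They are male-biased and female-biased genes regulated by growth hormone, fatty acid and triglyceride synthesis, cholesterol synthesis and uptake, bile acid synthesis and transport, fatty acid oxidation and PPARα targets, LXR targets, glucose metabolism, retinoid metabolism, nuclear receptors, cytochrome P450 genes of families 2 and 3, phase II conjugation enzymes, metallothionein and oxidative stress, major urinary proteins, acute phase response, complement and coagulation, growth hormone signalling, circadian clock, early response and tissue handling, fasting-induced and feeding-induced genes, sex chromosome genes, and markers of Kupffer cells, sinusoidal endothelium, stellate cells, cholangiocytes, B cells, T and NK cells, neutrophils, erythroid cells, adipocytes and the exocrine pancreas. Lists with at least 3 tested genes went through limma's camera with a correlation of 0.01 between genes, adjusted over the lists, and as alternatives through camera with an estimated correlation and through fry. The genes named are those the paper names, the 10 with the largest log2 difference in each direction in each comparison among genes that passed with no overlap of the groups, up to 4 passing members of each list, the genes of Figs. 3A and 5C, and the sex chromosome genes and Rxra as checks of the labels. Outside this rule, and chosen after their values were seen, are the genes of the array-by-array values among the other observations, in the WT sex difference Susd4, Abcd2, Cyp2u1, Ugt1a5, Mgst3, Abcc4, Mbl2 and Elovl5, in KO males Aqp4, Nat8, Nsdhl and Ildr2, and in KO females Asns and Prom2.

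The peaks of Table S1B in File S1 were joined to the arrays by gene name, and RNA levels and sex differences of the genes were compared with the listed distances, heights and scores by permutation of the genes (100000 draws). Tables S3A to S3G and S5 in File S1 are at hand only in part and were not used for counts. The sequencing reads of the binding experiments were not used here, so the binding data enter only as the paper's tables list them. Some items named in the paper are not reported here.

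The alternatives were no filter on dim probes, all probes tested, only the arrays of the groups compared, eBayes with trend and robust, arrayWeights, a replicate block, other tests at 1.5-fold, other set tests, and leaving out each array in turn, all set before the data were examined. Offsets of 4 and 50, a floor at the detection threshold, 3 other detection filters and leaving out female WT 2 and female WT 4 together were added after the data had been seen, as was a scan of 30 ways to count genes past 1.5-fold from arithmetic means. The method was tested on simulated data with the same group sizes, with noise drawn independently for each gene. With 200 of 9906 genes changed 2-fold, the test called 45% of them in the WT sex difference, 54% in the KO sex difference, 37.5% in KO males, 71% in KO females and 23.5% for the interaction. In the same order the shares were 92, 87.5, 86.5, 96 and 79% at 4-fold. At 1.5-fold they were only 8.5, 2, 0, 19.5 and 0%. With no change simulated it called 0 genes in each comparison. The set test found a raised list in 20 of 20 runs and called 3 other lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.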

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

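The tests of DNA near Rxra, of a lower share of hepatocytes, of the fed state and of a single array were chosen after the result had been seen. So was that of the Rxra deletion in the lipid-synthesis genes, while the regrouped arrays and the cell-type markers were chosen before.

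The hs-RXRα KO arrays are data the paper does not report on, and they carry a signal. By limma, 149 genes differed from WT in males (87 higher and 62 lower in the KO) and 235 in females (128 higher and 107 lower), and 234 differed between KO males and KO females. By regrouping, chance is unlikely to explain the count for the females, with 235 genes for the real groups and at most 26 for the others in 100 draws. It is also unlikely for the KO sex difference, with 234 against at most 3 in 56 groupings. So few groupings cannot exclude chance. For the males the 10 groupings are too few for a share under 0.05, with 149 genes for the real groups and 0 as the highest other. Without 1 array the male count was 74 (male WT 2), 79 (male WT 3), 80 (male KO 4) or 86 (male KO 5), and the KO sex difference 145 (male KO 4) or 116 (male KO 5). The males and females share no array, and 33 genes were higher and 36 lower in the KO in both, with 0 in opposite directions. For independent calls 1.12 and 0.67 would be expected. The calls share the same estimate of each gene's spread, so they are not fully independent and these expected numbers are too low.

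Genes changed in the KO of both sexes may reflect the deletion in Rxra in hepatocytes, DNA of another strain that came along with the targeted gene, or cells of another type. Among the 200 tested genes nearest to Rxra in their order on chromosome 2, 8 differed in KO livers (4%), against 306 of 9696 elsewhere (3.16%), a ratio of 1.27 (Fisher's p = 0.419, 95% interval of the odds ratio 0.539 to 2.6). Without Obp2a, Lrp2 and Prom2, the 3 genes on chromosome 2 that prompted the test, the ratio was 1.12 (interval 0.443 to 2.39), so these intervals leave flanking DNA open. The 36 genes lower in both sexes were chosen for their fall, with medians of -1.46 in males and -1.16 in females. A lower share of hepatocytes would lower other genes made by hepatocytes alike. The first quartile of 37 complement and coagulation genes was 0.03 in males and -0.20 in females, above the third quartile of the 36 genes (-1.08 and -0.80). This argues against a loss of hepatocytes large enough to explain falls of that size. A smaller loss is not excluded. For the genes that rose, cells of another type stay open, although no list of at least 3 measured markers was raised by much in both sexes: the largest median shift shared by both sexes, of 0.17 in size, was a fall (-0.17 in each sex, T and NK cells), and the exocrine pancreas lay only slightly above 0 in both (0.04 and 0.08), while the 2 measured cholangiocyte markers, too few for a set test, had medians of 0.44 and 0.54.

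Of 24 genes of fatty acid and triglyceride synthesis 5 were higher in female WT livers and 0 in male ones (camera adjusted p = 0.167 with an estimated correlation, so the list as a whole did not pass), and a fuller fed state of the females, a single array or the sex itself may lie behind it. Had the females been more fed, genes of fasting should be lower in them, but these had a median of -0.51, with 13 of 16 higher in females (exact sign test over the genes, p = 0.0213). Over the arrays the mean of these genes differed by -0.77 (SD 0.221 for 3 male and 0.554 for 5 female arrays, exact permutation p = 0.0536), so the fed state stays open. The median of the synthesis genes was nearest to 0, at -0.39, without male WT 2 (17 of 24 higher in females, exact sign test p = 0.0639), and -0.81 to -0.39 whichever array was left out, where the list kept its camera call in 8 of 8 cases at a correlation of 0.01 but has none with an estimated one, so a single array as the cause is not borne out and not excluded. In the KO the difference lay closer to the male side than in WT for 23 of the 24 genes, with a median interaction of 0.53, but the set test with an estimated correlation did not pass (adjusted p = 0.413), so a role of RXRα in it cannot be told apart from chance.

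In 6 genes the sex difference itself differed between WT and KO livers, by limma's test of the interaction. It was 2.88 for Lrp2, 2.11 for Prom2, -3.82 for Nat8, -3.76 for Obp2a, -2.70 for Elovl3 and -1.35 for Il27ra. All but Nat8 were below detection on every array of at least 1 of the 4 groups, so that their log2 values depend on the offset. Elovl3 lost its call without any 1 of 12 of the 16 arrays, Il27ra likewise without 12, and Prom2 without male WT 3. Chance cannot be excluded for the count, with 6 genes for the real groups and 126 for the highest of the other groupings drawn. That grouping exchanges WT and KO for all females but female WT 4 and female KO 6, so it turns the KO differences shared by both sexes into an interaction, and its many genes point to the genotype as the structure of the samples behind them.

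In the WT sex difference, 2 of the 56 groupings gave at least 368 genes, the real groups with 368 and 1 other with 457. This share is under 0.05, so chance is unlikely to explain the count, but it is not excluded. The other grouping sets male WT 1, female WT 1 and female WT 4 against the remaining 5 WT arrays, so it follows a structure of the samples apart from sex. Chance cannot be excluded for the genes past 1.5-fold (1197 for the real groups, 1799 for the highest other). For the number of gene lists that passed camera it cannot be excluded either, in the WT sex difference (11 lists, 14 for the highest other), the KO sex difference (4 and 6), KO females (9 and 11) or the interaction (5 and 11). For the number in KO males the groupings are too few (3 lists, 5 for the highest other). Single lists were not regrouped. The male-biased and female-biased growth hormone lists lost their call in 0 of 11 settings and 0 of 8 runs without 1 array in WT. In the KO sex difference it was 0 of 10 and 0 of 8. They passed with an estimated correlation too, which argues against chance for these 2 lists.

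Single arrays lay far from the 4 others of their group in 13 of the 147 groups tested for the named genes, 9 of 110 in female WT and 4 of 37 in female KO livers, where chance alone gives about 1 in 20. On the log2 scale, with the median of the others in parentheses, female WT 4 had 11.35 for Igfbp1 (7.79), 11.83 for Mfsd2a (9.53), 10.12 for Lss (9.31), 6.29 for Cyp4a12a (4.01) and 12.78 for Mbl2 (13.24). Female WT 2 had 11.67 for Cyp2b9 (12.63). Among the KO females, replicate 10 had 12.37 for Igfbp1 (9.57), and replicate 7 had 7.34 for Asns (6.11) and 12.11 for Cyp2c37 (12.63). The values of Susd4 in female WT 4 (4.28), Kdm5d in female WT 5 (4.75), Lrp2 in female WT 1 (4.33) and Obp2a in female KO 8 (4.89) were below the detection threshold. For these genes and for Cyp4a12a the other arrays lay at or near the floor of the log2 values, with medians of 4 to 4.02. The floor narrows their spread, so an excess of far arrays over chance was not shown.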

How the results depend on the processing

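The offsets of 4 and 50, the floor at the detection threshold, 3 other detection filters and the removal of both female WT 2 and female WT 4 were chosen after the data were seen.

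No named gene that passed its test, slope, correlation or difference in level changed direction under any alternative run. With all probes tested, a gene's direction was that of its probe with the smallest p, so an opposing probe does not show. Srebf2 has one in the WT sex difference, with 0.20 against -0.75 by the probe used. The balance of the 1.5-fold counts did change, with 692 genes in males and 526 in females by arithmetic means with a floor of 21 and p under 0.1, a setting chosen after the values were seen. Among the genes that did not pass, Lpin1, Srebf1 and Rxra in the WT sex difference and Cyp7b1 and Elovl6 in KO females changed sign in at least 1. Of the named genes that passed, 48 of 64 in the WT sex difference kept their call in every alternative setting and 45 without any 1 array. In KO males these were 23 and 19 of 29, in KO females 20 and 21 of 26, for the interaction 3 and 3 of 6, and in the KO sex difference 3 and 3 of 3.

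With weights for the arrays, which gave male WT 3 a weight of 4.64 and female WT 4 one of 0.295, the counts were 1405 genes for the WT sex difference, 501 for the KO sex difference, 1611 in KO males and 39 for the interaction, and the slope of KO on WT sex differences was 0.692. With only the arrays of the groups compared, they were 171 for the WT sex difference and 137 in KO females, where fewer arrays estimate the spread. Without both female WT 2 and female WT 4, 156 genes differed in KO females. With replicate number as a replicate block 344 genes differed in WT (148 higher in males, 196 in females). The correlations between male and female arrays of the same number were 0.0983, 0.261 and 0.0749. These lay within the range of arrays of unlike number, -0.444 to 0.566. They show no pairing, but so few pairs cannot rule it out.

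The 1.5-fold counts depend on the handling of dim genes. They were 755 in males and 1148 in females with an offset of 4, 246 and 353 with 50, and 746 in males with all probes. With a p they were 86 and 113 (adjusted p of the equal-variance test) and 149 and 200 (limma), fewer by construction. The slope was 0.906 over genes chosen in the KO. For genes at the tallest RXRα peaks the difference in level was 1.22 in males and 1.26 in females among detected genes, 4.13 and 3.92 for peaks within 10 kb, 3.14 and 3.16 with an offset of 4, 1.67 and 1.73 with 50, and 2.88 and 2.98 with a floor. The correlation with RXRα height was 0.165 for peaks within 10 kb and no longer passed. With an estimated correlation 2 gene lists passed in the WT sex difference, 2 in the KO sex difference, 1 in KO males, 0 in KO females and 0 for the interaction (where limma's camera gave 9 and 5 lists at 0.01), and by fry 1 in KO males and 1 for the interaction. Apart from those whose construction explains them, the cause was not tested.

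Leaving out each array in turn gave 169 to 391 genes for the WT sex difference, 116 to 226 for the KO sex difference, 74 to 147 in KO males, 160 to 209 in KO females and 3 to 6 for the interaction. The range was 498 to 706 and 650 to 1161 for the 1.5-fold counts in males and females, 15 to 19 and 12 to 17 for the Fig. 3A genes, 0.767 to 0.841 for the slope, 2.45 to 2.58 and 2.49 to 2.59 for the level at peaks, and 0.181 to 0.199 and 0.387 to 0.424 for the correlations with RXRα height and Pol2 score. For the lists it was 10 to 12 in WT, 3 to 5 in the KO sex difference, 3 to 4 in KO males, 8 to 10 in KO females and 3 to 7 for the interaction. Counts moved by over 1.5 times without male WT 2 (171 in WT, 74 in KO males), male WT 3 (169 in WT, 79 in KO males, 3 for the interaction), male KO 4 (145 in the KO sex difference, 80 in KO males), male KO 5 (116 and 86), male WT 1 (1161 female genes past 1.5-fold) and female KO 6 (3 lists for the interaction).

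Not run, since they need the non-normalized signals, were some alternatives set before the data were examined: neqc, no background correction, scaling to the median, filters on detection p-values and the BeadChip as a block. Signal over background limits the dim genes, since about 2 of 3 probes of each array lay below the detection threshold, and folds against such a group are lower bounds.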

Differences from the paper's values

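The scan of 30 ways to count genes past 1.5-fold was chosen after the values were seen, and the other alternatives below, unless they say so, before the data were examined.

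The paper counts 846 genes with RNA higher in males by at least 1.5-fold (the paper's value), and 485 were found here, of 9906 tested genes and with no p. The paper's text names no p for this count and gives no filter on dim probes. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter on dim probes (592), with all probes tested (746), with weights for the arrays (594) and without male WT 1 (706). It did not with only the arrays of the groups compared, with eBayes with trend and robust or with a replicate block (485 each), without any 1 of the 7 other WT arrays (498 to 542), with the equal-variance test at p under 0.1 on log2 values (402), on linear values (518) or after adjustment (86), or with limma's adjusted p (149). An offset of 4, chosen after the values were seen, gave 755. Of the 30 settings scanned after seeing the values, which gave 286 to 5617 genes, the ratio of arithmetic means over a floor of 21 with no p gave exactly 846 genes in males, with 1133 in females, and dropped 0 of the 20 measured male genes of Fig. 5C. Also chosen after seeing the values, a floor of 7 with p under 0.05 gave 817 and 537 genes (dropping 0 of 20 male and 3 of 17 female genes of Fig. 5C), and a floor of 10 with p under 0.1 gave 980 and 718 (dropping 0 and 0). In this scan each setting with a p gave more genes in males than in females, as in the paper, and each with a floor and no p more in females, as in the count found here. The paper's count of 613 genes for females is within 1.5 times the 712 found here.

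The paper sets 21 male and 19 female genes in Fig. 5C as higher in 1 sex in RXRα, Pol2 and RNA, and of the wider Fig. 3A lists 22 and 19 were past 1.5-fold with p under 0.1, the thresholds the paper gives, while 19 and 16 passed limma's test. These counts are within 1.5 times the paper's under the alternatives set before the data were examined, except for 12 female genes by limma without male WT 2. All 37 measured genes of Fig. 5C had the printed direction. Single genes of the figure did not pass limma's test in WT livers. Car3, with 0.75 (adjusted p = 0.076, with 0.0295 to 0.244 over the alternatives), passed with eBayes with trend and robust and with weights for the arrays. Sult2a8, with 0.57, passed with weights and without male WT 1. Scp2, with 0.19, passed with all probes tested, by another probe with 2.61. Arrdc4, with -0.63, passed with weights, without female WT 4, and without both female WT 2 and female WT 4, the last chosen after the data were seen. Serpina4-ps1, with 1.57, and Tcim, with -0.53, passed limma's test in no setting. Car3, Serpina4-ps1 and Arrdc4 were past 1.5-fold with p under 0.1 in the equal-variance test.

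The paper names Scd1 among the genes of the lipid group bound more in females, with Pol2 scores in the same direction. The paper measured Scd1 RNA by qPCR (Fig. S3), and that value is not compared here. On the arrays Scd1 RNA differed by -0.40 (adjusted p = 0.466, with 0.0439 to 0.917 over the alternatives), and it passed with weights for the arrays. Akr1d1 is shown in the paper for RXRα peaks enriched in each sex (Fig. S2), so its RNA is set against no value of the paper. Akr1d1, with -0.93 (adjusted p = 0.0614, with 0.00521 to 0.226 over the alternatives), passed with eBayes with trend and robust, with weights and without female WT 4. It also passed with 2 settings chosen after the data were seen, an offset of 50 and a filter for detection on every array of a group. For Cyp7b1 the ratio of the arithmetic means of the 2 sexes was 10.9 here, which matches the microarray ratio printed in Fig. 4. For Pnpla3 it was 13.2, against a microarray ratio of about 13 in Fig. 4, read by eye. The qPCR values of Fig. 4 are not compared here. The WT arrays were taken as the paper's own, so the match is not independent evidence.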

Other observations

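The array-by-array values and the check of the Pol2 columns were chosen after the data were seen, and the comparisons and gene lists before.

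In hs-RXRα KO livers of both sexes, RNA of several Cyp2c enzymes of drug metabolism was lower, and that of Idi1 and Nsdhl, of cholesterol synthesis, was higher. Cyp2c29 fell by 3.97 on the log2 scale in males (4044 ± 676.5 to 296.9 ± 189.6 intensity, SD, n = 3) and by 3.59 in females (4886 ± 1328 to 394.6 ± 124.5, SD, n = 5), with adjusted p = 0.000197 and 2.04e-05 from limma. Cyp2c37 and Cyp2c50 had log2 differences of -2.96 and -2.94 in males and of -2.22 and -2.07 in females. Mfsd2a, a transporter of lysophospholipids, was at least 15.3-fold lower in KO males and fell by 3.05 in KO females. Dio1, which activates thyroid hormone, was at least 3.58-fold lower in males and at least 17.6-fold lower in females, and was detected on none of the 8 KO arrays, although its other detected probe gave -0.42 and -2.44 on the log2 scale. Lower in males and in females were Acaa1b, a thiolase of peroxisomes (log2 differences -2.84 and -2.75), Rarres1, a retinoic acid-responsive gene (-3.50 and -3.06), Ildr2 (-2.80 and -3.38), the efflux pump Abcc3 (-1.57 and -1.10), Decr2 (-1.44 and -1.22) and Ugt1a1 (-1.76 and -1.02). The estrogen sulfotransferase Sult1e1 was at least 13.6-fold higher in KO males and higher by 5.09 in females, Aqp4 by 2.24 and 3.30, Tuba8 by 2.71 and 2.78, Ntrk2 by 2.73 and 1.23, and Amy2a5 by 0.73 and 0.63. Idi1 was higher by 2.68 (adjusted p = 0.0149) and 2.24 (adjusted p = 0.00758), and Nsdhl by 1.00 and 0.80. In males Sult1e1, Idi1, Nsdhl, Dio1, Decr2 and Amy2a5, and in females Nsdhl, Ntrk2, Ugt1a1 and Amy2a5, lost the call in at least 1 alternative or without 1 array.

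Other genes changed in KO livers of 1 sex by the test, and a difference between the sexes was not shown for them except by the interaction named above. In KO males Asns, the asparagine synthetase, rose by 4.23 (adjusted p = 0.0015), Igfbp1 by 4.36 (adjusted p = 0.0156), Lrp2 by at least 4.24-fold, Tff3 by 3.04, Pdk4 by 2.30, Sqle by 1.57, Lss by 1.46, Hsd17b7 by 1.32 and C6 by 1.33, while Obp2a was at least 8.29-fold lower and Elovl3 fell by 2.92. In KO females Nat8 rose by 5.09 (64.5 ± 23.5 to 2745 ± 965 intensity, SD, n = 5, adjusted p = 9.5e-09) and the male-biased steroid reductase Hsd3b5 by 4.79 (185.5 ± 238 to 3239 ± 518.5, SD, n = 5, adjusted p = 0.000125), while the differences of Cyp4a14, A1bg, Hao2 and Thrsp were -4.21, -3.20, -2.77 and -1.76 (-0.36 by the other detected probe of Thrsp), and Prom2 was at least 1.39-fold lower. Of these Igfbp1, Tff3, Pdk4, Hsd17b7 and C6 in males and A1bg and Thrsp in females lost the call in at least 1 alternative or without 1 array. Rising genes that did not pass were Elovl6, with 1.10 (adjusted p = 0.0727) in males, Pnpla3, with 1.21 (adjusted p = 0.492) in males, and Nat8, with 1.27 (adjusted p = 0.0705) in males. Srebf1 had -1.25 (adjusted p = 0.17) in KO females. The probe of Rxra itself gave 0.33 (adjusted p = 0.547) in KO males and 0.17 (adjusted p = 0.817) in KO females, and its position relative to the deleted exon is not known, so the arrays do not test the deletion.

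The sex difference of WT livers was found again in KO livers for part of the genes. Of the genes that differed in WT, 47 were higher in males and 71 higher in females in the KO as well, with 0 in opposite directions. For independent calls 1.54 and 2.91 would be expected, which is too low since the calls share the estimate of each gene's spread. Over the 368 genes the KO difference rose with the WT difference with a slope of 0.803 (jackknife SD 0.0659 over 16 arrays, r = 0.918), and 330 of 368 had the same sign. Without the sex chromosome genes, the slope was 0.762 over 156 male-biased genes and 1.03 over 207 female-biased genes. The median ratios of these were 0.534 and 0.532. The difference was smaller in the KO for 317 of the 368, with a median ratio of 0.534, and 118 of them passed in the KO. These genes were chosen by the WT difference, which favours a smaller value in the KO. Over the 234 genes chosen in the KO the slope was 0.906, with the same sign in 222 and a smaller difference in WT for 166. Over the 118 genes that passed in both, the slope was 0.946, and the difference was smaller in the KO for 68. A general reduction of the sex difference in the KO was thus not shown. Cyp7b1 was higher in KO males by 4.20 (adjusted p = 9.38e-05), with an interaction of 0.59 (adjusted p = 0.771). Elovl3 was at least 2.15-fold higher in KO males, and A1bg at least 95.7-fold higher in KO females. The difference of Pnpla3 was -1.49 (adjusted p = 0.346), of Elovl6 -0.30 (adjusted p = 0.651) and of Hsd3b5 2.28 (adjusted p = 0.075), and their interactions of 2.11 (adjusted p = 0.565), 1.13 (adjusted p = 0.476) and -4.59 (adjusted p = 0.0891) did not pass.

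In KO males the P450 families showed no common direction, with 4 of 33 lower and 1 higher (median 0.06, camera adjusted p = 0.519), while 9 of 18 genes of cholesterol synthesis and uptake were higher (13 when adjusted over the list alone), with a median of 0.96 (camera, adjusted p = 2.08e-12, and 0.00881 with an estimated correlation). Of 26 genes of fatty acid oxidation 3 were lower and 1 higher (median -0.50, adjusted p = 0.000109, and 0.759 with an estimated correlation), and of 37 complement and coagulation genes 3 were higher (median 0.20, adjusted p = 0.00397, and 0.759). In KO females 2 of the 18 cholesterol genes were higher (9 higher and 1 lower over the list alone, median 0.36, adjusted p = 0.000132, and 0.191 with an estimated correlation). Genes of fatty acid oxidation were lower in 5 of 26 (median -0.33), of fatty acid synthesis in 3 of 24 (median -0.28) and of feeding in 2 of 16 (median -0.39), each with an adjusted p of 0.23 with an estimated correlation. In the P450 families 8 of 33 were lower and 1 higher (median -0.12), and among male-biased genes regulated by growth hormone 4 of 32 were higher and 1 lower (median 0.32). Bile acid genes (1 higher and 2 lower of 23), major urinary proteins (0 of 6, 3 higher at an unadjusted p under 0.05 by limma) and B cell markers (0 of 4, 1 lower at an unadjusted p) also passed camera at a correlation of 0.01 in females but not with an estimated one, bile acid genes losing the call without any 1 of 6 of the 10 female arrays and B cell markers without female WT 2. Between KO males and females, 18 of 32 male-biased genes were higher in males and 12 of 18 female-biased genes higher in females, the P450 families had 3 of 33 higher in males and 8 higher in females, the conjugating enzymes 3 and 12 of 50, and fatty acid synthesis 0 of 24 (1 in each direction at an unadjusted p by limma, median 0.04).

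In WT livers, of 10 LXR targets Pltp was higher in females (83.6 ± 41.5, SD, n = 5, against 25.7 ± 11.0, SD, n = 3, in males, limma adjusted p = 0.049) and lost the call without any 1 of 5 of the 8 WT arrays (1 higher in males and 2 in females over the list alone, median -0.38, camera adjusted p = 0.182). Of 20 genes of glucose metabolism Pklr, with -1.05, was higher in females (median -0.07, adjusted p = 0.282). In growth hormone signalling Egfr was higher in males and Tox in females of 14 genes (2 and 2 over the list alone, median 0, mean -0.18, adjusted p = 0.72). Of 12 genes of metallothionein and oxidative stress Mt1, with -2.53 (adjusted p = 0.00359), was higher in females (1 and 4 over the list alone, median -0.15, adjusted p = 0.255). Of 19 retinoid genes Rarres1 was higher in males, with 1.38 (0.44 by its other detected probe, adjusted p = 0.0266), which lost the call without any 1 of 3 arrays, and Rdh16 in females (1440 ± 353, SD, n = 5, against 604 ± 56.9, SD, n = 3, adjusted p = 0.00968), with 1 and 3 over the list alone (median -0.05, mean 0.03, adjusted p = 0.688). Of 7 sex chromosome genes 3 were higher in males and 2 in females, with Eif2s3y at least 55-fold higher in males and Xist at least 54.1-fold higher in females (median -0.33, mean 0.54, adjusted p = 0.282). Of 16 genes induced by feeding 4 were higher in females (6 over the list alone, median -0.60, camera adjusted p = 0.000237, and 0.129 with an estimated correlation).

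No gene passed limma's test in WT livers in several other lists. In fasting-induced genes 0 of 16 passed (0 higher in males and 7 in females at an unadjusted p under 0.05), with a camera adjusted p of 0.00864, 0.301 with an estimated correlation, 0.0776 by fry and 0.0853 without both female WT 2 and female WT 4, and the list did not pass without female WT 4 alone either. In the circadian clock it was 0 of 16 (0 and 0 at an unadjusted p, median -0.12, adjusted p = 0.926) and in early response genes 0 of 16 (1 and 2, median -0.10, adjusted p = 0.495). Among markers it was 0 of 4 for B cells (0 and 0, median -0.59, adjusted p = 0.382), 0 of 5 for T and NK cells (0 and 0, median -0.05, adjusted p = 0.688), 0 of 4 for neutrophils (0 and 0, median 0.11, adjusted p = 0.722), 0 of 7 for erythroid cells (1 and 0, median 0.04, adjusted p = 0.458), 0 of 3 for the exocrine pancreas (2 and 1, median 0.63, adjusted p = 0.466) and 0 of 10 for stellate cells (1 and 2, median -0.35, adjusted p = 0.291). For adipocytes and cholangiocytes it was 0 of 2 each (0 and 0, medians -0.09 and 0.19), too few for a set test. Rgs16, with -1.99 (adjusted p = 0.372), Bcl6, with an intensity of 410 ± 301 (SD, n = 3) in males and 190 ± 184 (SD, n = 5) in females (adjusted p = 0.351), and Igfbp1, with -2.33 (adjusted p = 0.121), did not pass, and Bcl6 and Igfbp1 did with weights for the arrays.

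Within groups, the first component held 34.2% of the spread and the second 10.8%. Female WT 4 (46.9), female KO 9 (-32.9), female WT 2 (-29.8) and male WT 1 (22.9) lay farthest out on the first, and female WT 2 (29) on the second. For 7 genes picked from those that set female WT 2 apart on the second component, its intensity was above the median of the other female WT arrays, with 2560 against 137 for Gbp2b, 1660 against 242 for Gbp2, 6670 against 812 for Igtp, 7360 against 444 for Saa3, 1210 against 37.0 for Serpina3f, 531 against 54.5 for Marco and 4100 against 494 for Cxcl9. For 7 genes picked for female WT 4 it was 2600 against 210 for Igfbp1, 10300 against 1810 for Pck1, 3620 against 726 for Mfsd2a, 3150 against 1100 for Pnpla3, 1090 against 620 for Lss, 2660 against 2320 for Sqle and 17.4 against 29.8 for Asns.

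The Pol2 columns of Table S3A in File S1 hold values that cannot belong to their lines. In the first 440 lines they equal those of Table S1B, while 0 of the genes are the same, and 350 of 356 genes with several peaks carry unequal Pol2 values, against 0 of 32 in Table S1B and 0 of 255 in Table S3B. For Cyp7b1, with 12 peaks, they run from -3.06 to 3.55. The Pol2 scores of Table S1B were used here.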
